# Gene Co-Expression Network Analysis Provides Novel Insights into Myostatin Regulation at Three Different Mouse Developmental Timepoints

**DOI:** 10.1371/journal.pone.0117607

**Published:** 2015-02-19

**Authors:** Xuerong Yang, James E. Koltes, Carissa A. Park, Daiwen Chen, James M. Reecy

## Abstract

Myostatin (*Mstn*) knockout mice exhibit large increases in skeletal muscle mass. However, relatively few of the genes that mediate or modify MSTN effects are known. In this study, we performed co-expression network analysis using whole transcriptome microarray data from MSTN-null and wild-type mice to identify genes involved in important biological processes and pathways related to skeletal muscle and adipose development. Genes differentially expressed between wild-type and MSTN-null mice were further analyzed for shared DNA motifs using DREME. Differentially expressed genes were identified at 13.5 d.p.c. during primary myogenesis and at d35 during postnatal muscle development, but not at 17.5 d.p.c. during secondary myogenesis. In total, 283 and 2034 genes were differentially expressed at 13.5 d.p.c. and d35, respectively. Over-represented transcription factor binding sites in differentially expressed genes included SMAD3, SP1, ZFP187, and PLAGL1. The use of regulatory (RIF) and phenotypic (PIF) impact factor and differential hubbing co-expression analyses identified both known and potentially novel regulators of skeletal muscle growth, including *Apobec2*, *Atp2a2*, and *Mmp13* at d35 and *Sox2*, *Tmsb4x*, and *Vdac1* at 13.5 d.p.c. Among the genes with the highest PIF scores were many fiber type specifying genes. The use of RIF, PIF, and differential hubbing analyses identified both known and potentially novel regulators of muscle development. These results provide new details of how MSTN may mediate transcriptional regulation as well as insight into novel regulators of MSTN signal transduction that merit further study regarding their physiological roles in muscle and adipose development.

## Introduction

Myostatin (MSTN), also known as GDF8, is a transforming growth factor beta (TGFβ) superfamily member that negatively regulates skeletal muscle growth in various species [1–3]. Previous studies have demonstrated that MSTN blockade can functionally improve dystrophic muscle [4] and that MSTN can also play an important role in adipose development [5]. To better understand the molecular mechanisms by which MSTN controls muscle growth and development, microarray data from MSTN-null and wild-type mice were used for gene co-expression network analysis during key timepoints in skeletal muscle development. These timepoints included primary myogenesis at 13.5 days post coitus (d.p.c.), secondary myogenesis at 17.5 d.p.c., and postnatal muscle growth at 35 days after birth (d35) [6–8].

In previous studies, the partial correlation and information theory (PCIT) approach and the regulatory impact factor (RIF) algorithm have been used to evaluate the regulatory functions of transcription factors (TFs) on gene expression [9–11]. The PCIT algorithm can be used to determine the differential hubbing (DH; [9]) of targets to putative regulatory genes. A regulator that exhibits DH across treatments will have drastically higher connectivity in one treatment compared to the others. The RIF algorithm identifies potential regulators that are “differentially wired” (i.e., differentially correlated) as a function of treatment (*Mstn* genotype, in the context of this study). Two methods for calculating RIF assign different weights to the target gene’s level of expression. The RIF1 score also ranks genes based on their phenotypic impact factor (PIF; a score that combines overall expression and differential expression). RIF1 scores place more emphasis on target transcripts highly differentially wired due to treatment, while RIF2 scores identify regulators whose expression tends to predict changes in expression of target transcripts that are differentially expressed (DE) between treatments. Previous studies evaluating RIF scores demonstrate that genes with relatively stable expression levels in different conditions (i.e., genes not differentially expressed) can still play important roles in biological processes in a coordinated manner. But these studies have limitations: first, these analyses mainly considered DE genes, which were quite limited and may not be representative of all the changes that take place in response to an experimental treatment. Second, only genes with known regulatory functions (i.e., transcription factors) were evaluated in previous studies. Without considering all genes, it is difficult to discover novel regulators of skeletal muscle growth.

In this study, we applied modified versions of the PCIT [12] and RIF algorithms [10,11] to evaluate more than 34,000 annotated genes from a whole microarray dataset as potential regulators of muscle and adipose development in the presence or absence of functional myostatin. We consider the RIF method modified because all genes were tested as possible regulators using RIF scores, whereas previous studies using this methodology considered only TFs as possible regulators. The PCIT method utilized in this anlaysis used the same methodology but was computationally enhanced to complete the analysis in considerably less time than the original algorithm [12]. We calculated RIF scores that contrasted *Mstn* genotypes at each developmental timepoint to identify potential regulators of *Mstn* or pathways influenced by MSTN signal transduction. Furthermore, DE genes were compared across *Mstn* genotypes for differences in the enrichment of TF binding sites, biological processes, and pathways related to MSTN function.

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Animal Guide of the United States Department of Agriculture. The protocol was approved by the Institutional Animal Care and Use committee of Iowa State University (Protocol Number: 11-05-6013-M).

### Animals and sample collection

Animals were reared, sacrificed by CO_2_ asphyxiation (embryonic timepoints) or cervical dislocation (d35), and tissues were collected from whole embryos (13.5 d.p.c.), hindquarters (17.5 d.p.c.), or pectoralis muscle (d35). The pectoralis muscle was chosen at day 35 because it is the muscle with the greatest change in muscle mass due to *Mstn* deletion and had a high level of myostatin expression as described in the original paper characterizing myostatin function in skeletal muscle [2]. After collection, muscles were flash-frozen in liquid nitrogen as previously described [13].

### RNA isolation and target preparation

The frozen tissues from whole embryo or hindquarter only were immersed in RLT lysis buffer (Qiagen, Valencia, CA) and homogenized for 45 seconds, then centrifuged at 3600g for 10 min to pellet cell debris. Total RNA was isolated using the RNase Midi Kit (Qiagen) with on-column DNase digestion according to manufacturer's protocol. Isolation from pectoralis muscle was conducted as described [13]. The concentration of isolated RNA was evaluated based on absorbance at 260 nm and the quality was determined by agarose gel electrophoresis. For microarray analysis, 10 μg of RNA from each of three individual animals was pooled to give five pools representing 15 indviduals for each genotype/timepoint combination. A final concentration of 1 μg/ml was yielded from the pooled RNA, the quality of which was reconfirmed using the 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Microarray target preparation, hybridization, and scanning were conducted as described [13].

### Microarray processing

Target RNA was hybridized to both chip A and chip B of the GeneChip Mouse Expression Set 430 (MOE430; Affymetrix, Santa Clara, CA), which includes over 45,000 probe sets and 39,000 transcripts and variants, containing over 34,000 well-annotated mouse genes. Robust multi-array analysis (RMA) was performed to normalize the raw data [14] by using R/affy package [15]. All of the microarray data is available at NCBI GEO under accession number GSE63154.

### Statistical analysis

The normalized gene expression data were used for further analysis. To detect differentially expressed genes in each genotype, expression data with five replicates were analyzed as a completely randomized design by using R/limma package [16]. Because the tissues are different across timepoints, the analysis was performed separately for each timepoint. The model used for analysis was, where y_ij_ is the normalized gene expression, μ is the overall mean, G_i_ is the ith genotype, and ε_ij_ is the error for the jth replicate within the ith genotype. DE genes were identified at a false discovery rate (FDR) <0.05 using the q-value package from Bioconductor [17].

### RIF analysis and differential hubbing

Using all of the Affy ProbesetIDs after excluding the control IDs and housekeeping genes, we applied a modified partial correlation and information theory approach (PCIT) [10,12] to compute the co-expression correlation between each gene pair in both MSTN-null and wild-type conditions. Co-expression analyses were done only within timepoint since tissue types were not identical across different developmental stages. As described in Reverter et al. [11], we calculated the regulatory impact factors (RIF), which compute the differential wiring from the difference in co-expression correlation of each pair of genes. A key difference in this analysis is that we used all genes for the RIF analysis to try to identify novel regulators of muscle growth in response to lack of functional MSTN. Differential hubbing calculations were conducted using a Perl script that captured only the significant partial correlations identified by the PCIT algorithm. Correlates were filtered to include only those genes with |r| ≥ 0.90 to ensure that only strong correlations were captured, given the small sample size and large amount of data. The concept of RIF, PIF, and differential hubbing can be challenging to understand in the context of biological processes. Hudson et al. [9] provide a nice description of how these co-expression methods can be used to understand the genetic regulation of muscle mass.

### Annotation and pathway analysis

Annotation of ProbesetIDs is based on the annotation file from the Affymetrix website (http://www.affymetrix.com), while the IDs without annotation were annotated using Biomart (Ensembl, http://www.ensembl.org/biomart/martview/c56c1fc10cb311e0b5fe1c05dbd3f217) and DAVID [18]. Differentially expressed genes and genes co-correlated to top RIF were used to identify over-represented pathways across different developmental timepoints in web-based DAVID, while the significant regulators of these gene lists were analyzed in Sub-Network Enrichment Analysis (SNEA) via Pathway Studio [19].

### Discovering significantly over-represented motifs using DREME

Among those genes up- and downregulated between genotypes as well as co-expressed with top RIF regulators, we applied a motif discovery method for non-redundant, statistically significant, and discriminative motifs using Discriminative Regular Expression Motif Elicitation (DREME) [20] implemented in iPlant (http://www.iplantcollaborative.org). We used 1,500 bp upstream flanking sequence in FASTA format. Generally, we ran the analysis using the default settings. First, the sequences of genes of interest from up- and downregulated groups were used for positive input sequences, while the negative sequences were the sequences of well-annotated genes from both MOE430A and MOE430B chips after excluding those genes of interest. Second, we chose 3 as the minimum width of core motif and 8 as the maximum. Third, 0.05 was chosen as the motif e-value cutoff, where the e-value is the motif statistic p-value times the number of candidate motifs tested, and the counts created after removing sites that matched motifs found previously were used to calculate the p-value.

To evaluate the discovered motifs, we used TOMTOM [21] implemented in MEME Suite (http://meme.nbcr.net/meme/intro.html) to compare the motifs with the database of known transcription factor motifs in JASPAR (JASPAR_CORE_2009.meme; 476 motifs) [22] and UniProbe (uniprobe_mouse.meme; 386 motifs) [23] using default settings with the significance threshold 0.05.

## Results

### Differentially expressed genes

Table 1 and Table 2 present the top 20 DE genes ranked by significance at 13.5 d.p.c. and d35, respectively. The DE genes were identified using R/limma (S1 Table) and a significance threshold of FDR < 0.05. 

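Each of the 30 samples compared here is an RNA pool from 3 animals, with 5 wild-type and 5 MSTN-null pools (15 animals per genotype) at each of 3 time points: whole embryos of 13.5 d.p.c., hindquarters at 17.5 d.p.c. and pectoralis muscle at d35. Every pool was measured on 2 Affymetrix chips, MOE430A and MOE430B, and the values analysed are the authors' log2 intensities after RMA, which ran from 2.78 to 15.3. The 45037 probe sets left after removal of 64 controls per chip, with 100 probe sets that sit on both chips taken from the A chip, were fitted with limma separately at each time point, as wild-type minus MSTN-null. A probe set was called at a Storey q under 0.05, so a positive difference means a higher level in wild-type muscle or embryo. The targeted gene itself was not analysed here, because 0 probe sets carry its symbol in the platform annotation used. Of the probe sets, 34945 name 1 gene, 932 several and 9160 none. A gene in a list is represented by its brightest probe set. The 40 lists tested with limma's camera comprise 32 written for muscle fibre types, metabolism, signalling and other tissues, and 8 sets of neighbors that the study took from its own called genes, which are therefore not independent evidence. The p-values of the lists were adjusted over the 120 combinations of list and time point. At the preset correlation between genes of 0.01, 42 combinations were called, against 0 when the correlation was estimated from the pools and 14 with fry. The error given with a difference is its standard error from limma, and SD is the spread over 5 pools.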

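Klf7, a Krüppel-like zinc-finger transcription factor, gave the smallest q in whole embryos of 13.5 d.p.c.: the called one of its 4 probe sets stood at 8.91 (SD 0.13) in wild-type and 7.95 (SD 0.126) in MSTN-null on the log2 scale, a 1.94-fold higher level (n = 5 pools per genotype; limma, q = 1.28e-05). Csnk2a1, the catalytic subunit of casein kinase 2, was 1.58-fold higher (standard error 0.09 on the log2 scale), Kif5c, a kinesin that carries cargo along axons, 1.53-fold and Prrx1, a homeobox factor of limb mesenchyme, 1.46-fold. Fam126b, a part of the complex that anchors a phosphatidylinositol kinase at the plasma membrane, was 0.618-fold lower in wild-type at 1 of its 4 probe sets (6.33, SD 0.219, against 7.02, SD 0.153; q = 0.0137), followed by Ddah1, which degrades methylarginines (0.814-fold), Pttg1, the securin that holds sister chromatids together (0.816-fold), Ppil3, a spliceosomal isomerase (0.823-fold) and Nif3l1 (0.823-fold). None of the 3 other probe sets of Klf7 and none of the 3 others of Fam126b was called at this age, and both genes lie near Mstn on chromosome 1, with Klf7 79 and Fam126b 42 measured genes away. Ppil3 and Nif3l1 lie beside Mstn as well, so that 3 of the 12 lower calls do. Of 15 alternative settings the call of Pttg1 is lost in 12 and that of Ddah1 in 8. In all, 243 probe sets of 198 genes were called, 231 higher and 12 lower in wild-type, with a median of 1.24-fold for the former and no call of 2-fold or more. Of these, 217 had no overlap between the genotypes, as had 1079 (2.40%) of all probe sets, where chance gives 0.794%. The 3' minus 5' difference of the actin control probe sets, a sign of how intact the RNA is, was 0.290 to 0.318 on chip B in MSTN-null pools and 0.160 to 0.234 in wild-type (exact permutation p = 0.0079, two-sided, the smallest possible). That of the Gapdh controls overlapped on chips A and B (exact permutation p = 0.262 and 0.143). With the mean actin value over both chips as a covariate, chosen after seeing the data, 1 probe set was called. This covariate nearly coincides with genotype and takes its effect away with it, so the lost calls do not show an effect of RNA integrity. The count is 159 with the Benjamini-Hochberg method, 347 with limma's trend and robust options, 0 in a single fit of all 30 pools and 0 with ordinary t tests, a setting chosen after seeing the data, so that the calls depend on limma's moderated variance, and it ranges from 1 without wild-type replicate 1 to 479 without wild-type replicate 5.

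**Figure D1:**
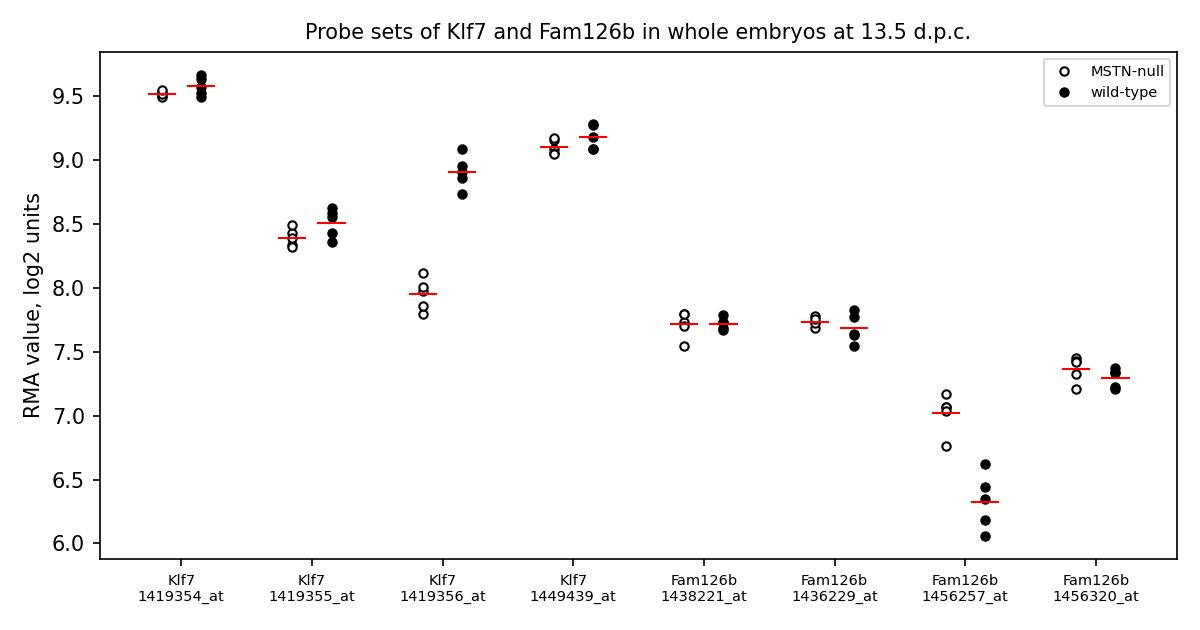
RMA log2 values of 4 probe sets of Klf7 and 4 of Fam126b in whole embryos of 13.5 d.p.c. Each point is a pool of 3 animals, white for MSTN-null and black for wild-type (5 pools each), and each red line is the mean of the pools.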

At 13.5 d.p.c., 283 genes were DE, 17 of which were downregulated and 266 of which were upregulated in WT. Surprisingly, we did not identify any differentially expressed genes (FDR < 0.05) at 17.5 d.p.c. 

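Fast-twitch sarcomere genes stood lower in wild-type hindquarters at 17.5 d.p.c. as a group: 14 of 14 had a negative difference, with a median of -0.20 on the log2 scale (5 pools per genotype), and the lowest values were those of Mybpc2, fast myosin-binding protein C (-0.74), Actn3, the Z-disc actinin of fast fibres (-0.37), and Myoz1, which binds calcineurin at the Z-disc (-0.36). Calcium handling genes (14 of 15 negative, median -0.15) and myogenic regulators (9 of 12 negative), with the bHLH factors Myf6 (-0.37) and Myog (-0.29), leaned the same way, while fatty acid oxidation genes stood higher in 19 of 23 (median 0.11), among them Pdk4, the kinase that keeps pyruvate out of the citric acid cycle (0.40, standard error 0.105). Ribosomal protein genes were lower by a median of -0.06 (22 of 25 negative). Slow-twitch genes showed no common shift (camera adjusted p = 0.673), and their median of -0.01 and mean of 0.05 differ in sign. The adjusted p of limma's camera was 5.82e-09 for the fast-twitch, 0.000808 for the calcium handling, 0.00179 for the myogenic, 6.49e-05 for the fatty acid oxidation and 6.49e-05 for the ribosomal list, and 0.479, 0.660, 0.582, 0.582 and 0.534 with an estimated correlation. Liver transcripts were also higher in wild-type (11 of 11 positive, median 1.13, camera adjusted p = 2.12e-07, and 0.479 with an estimated correlation), and MSTN-null pool 5 had a mean list level of -3.55 against -0.49 to 0.40 in the other MSTN-null pools. With the liver level as a covariate, chosen after seeing the data, the fast-twitch (adjusted p = 0.000113) and ribosomal (5.30e-08) lists were still called, and the calcium handling (0.274), myogenic (0.0889) and fatty acid oxidation (0.635) lists were not. With a pool left out, the calcium handling (adjusted p up to 0.0833) and myogenic (up to 0.115) lists were lost without wild-type replicate 1, whose chip B array stands apart from the others, and the former also without MSTN-null replicate 3. No single probe set was called by limma. The number with an unadjusted p under 0.05 was 1093 where chance gives 2252, the Benjamini-Hochberg method gave 0 and a single fit of all 30 pools 14. The smallest unadjusted p-values belonged to Cyp2a12, a liver cytochrome (1.27-fold), and Slc23a1, a vitamin C transporter (0.27 on the log2 scale), on the higher side, and Tmem132c (0.787-fold) and Kcne1l, a potassium channel subunit (0.685-fold), on the lower. Groups without overlap made up 241 probe sets (0.535%; chance 0.794%). Pools varied most at this age (median SD 0.131 against 0.077 at 13.5 d.p.c.), and of 50 probe sets changed by 1.5-fold on simulated data, 68% were recovered. The real pools gave fewer small p-values than chance, so recovery in them may be lower than that share.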

At d35, 2034 genes were DE, 928 of which were downregulated and 1106 of which were upregulated in wild-type mice.

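Genes of the slow-twitch sarcomere had the largest differences in pectoralis muscle at d35, all higher in wild-type: Myh7, the slow myosin heavy chain, was at 11.0 (SD 0.206) against 8.39 (SD 0.603) in MSTN-null on the log2 scale, a 6.11-fold difference (standard error 0.224, n = 5 pools per genotype; limma, q = 5.43e-05), and the slow troponins Tnnt1 (5.50-fold), Tnnc1 (4.93-fold) and Tnni1 (4.30-fold) and the slow regulatory light chain Myl2 (5.08-fold) came close to it. Of the 13 slow-twitch genes measured, 10 were called and none was called lower. Casq2 (-0.04), Myl6b (0.09) and the brightest probe set of Tpm3 (0.44) were not called, although another probe set of Tpm3 was 4.74-fold higher. Mb, the oxygen store myoglobin, was 2.28-fold higher (standard error 0.0725). Among fast-twitch genes, Myoz1 (-0.27), Mybpc2 (-0.23), Casq1 (-0.23) and Actn3 (-0.20) were lower in wild-type, Myh1, the myosin of 2X fibres, was 1.15-fold higher and 9 of 14 were not called. Adjusted over the list alone, 8 fast-twitch genes were lower and 1 higher, and 10 slow-twitch genes higher. On the lower side stood Sln, sarcolipin, an inhibitor of the calcium pump (0.350-fold, standard error 0.181, q = 0.000623), Igf2, a fetal growth factor (0.402-fold, standard error 0.0985), and Mybph, a myosin-binding protein (0.441-fold). The adjusted p from camera was 3.62e-20 for the slow-twitch and 0.000265 for the fast-twitch list, and 0.0703 and 0.479 with an estimated correlation. The fast-twitch list was also lost after a further quantile normalization, and the call of Casq1 in 10 of 15 alternative settings. Over all genes, 2062 probe sets of 1482 genes were called, 1126 higher (median 1.26-fold) and 936 lower (median 0.817-fold), and 32 changed by more than 2-fold, 25 of them upward. Of the called probe sets 1484 showed no overlap between genotypes, as did 5.25% of all, against 0.794% by chance. With ordinary t tests, chosen after seeing the data, the number of calls was 788, 46.6% of them higher in wild-type. Without wild-type replicate 3 the number was 777, without wild-type replicate 4 it was 2003, and the share of calls higher in wild-type was 54.6%, 48.4% without MSTN-null replicate 1 and 49.8% after a further quantile normalization.

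**Figure D2:**
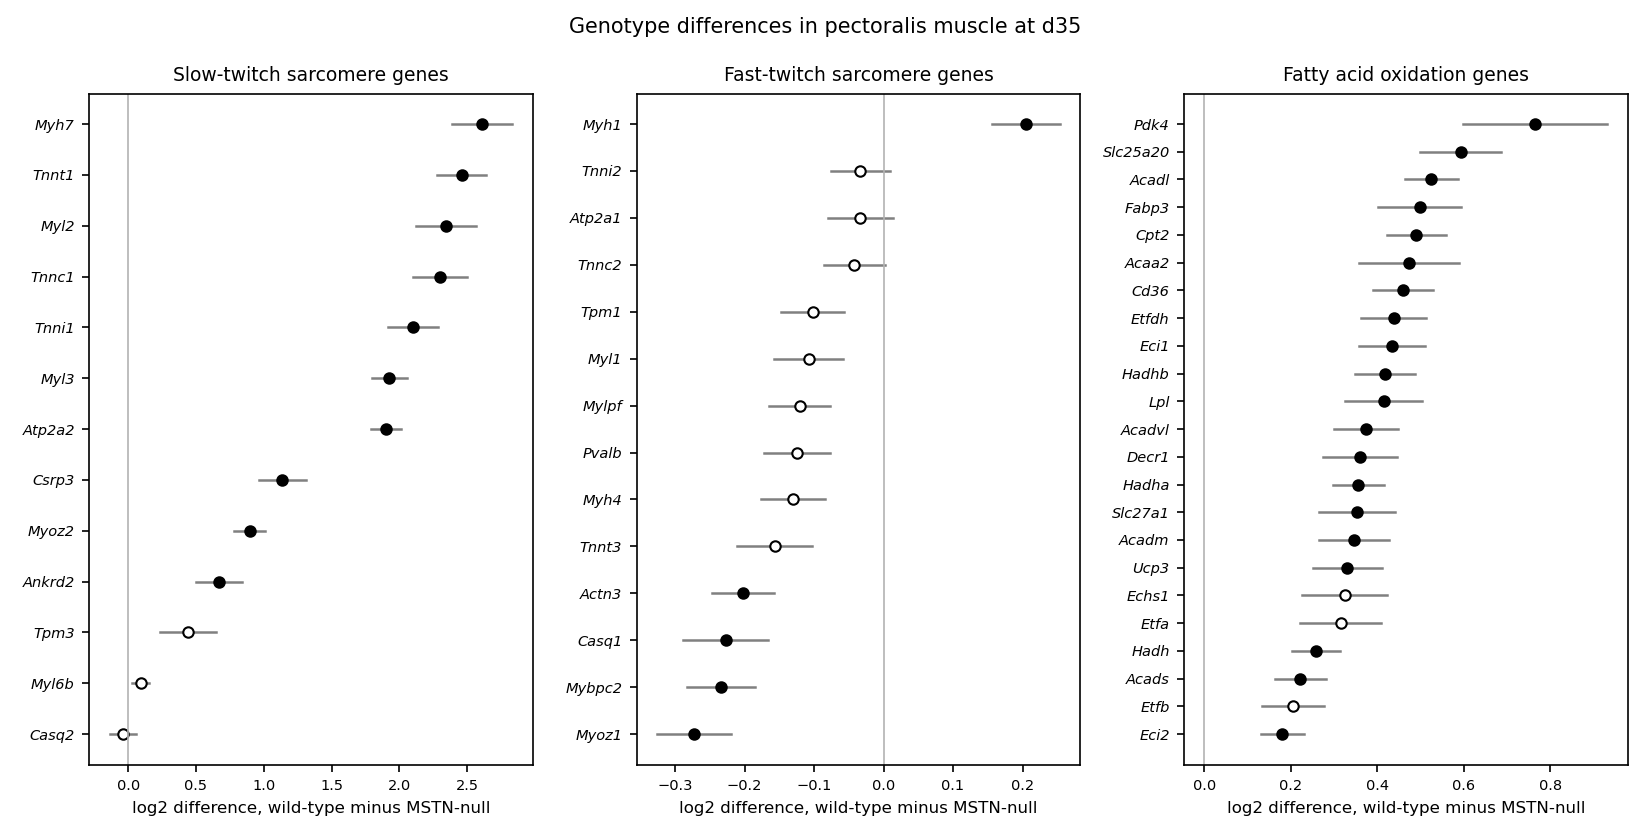
Difference between wild-type and MSTN-null pectoralis muscle at d35 (log2 scale, wild-type minus MSTN-null, 5 pools each) for genes of the slow-twitch, fast-twitch and fatty acid oxidation lists. Lines span 1 standard error on each side, and filled dots have a q under 0.05.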

**Table 1:** Top 20 WT/null differentially expressed genes ranked by significance at 13.5 d.p.c., q < 0.05*.

ProbesetID	Fold Change^^^	q-Value	Change Direction	Gene Symbol	Gene Description
1419356_at	1.94	1.44E-05	Up	Klf7	Kruppel-like factor 7 (ubiquitous)
1456257_at	0.62	0.0118	Down	Fam126b	family with sequence similarity 126, member B
1431686_a_at	1.22	0.0130	Up	Gmfb	glia maturation factor, beta
1418170_a_at	1.26	0.0130	Up	Zcchc14	zinc finger, CCHC domain containing 14
1427353_at	1.27	0.0130	Up	Clasp1	CLIP associating protein 1
1422528_a_at	1.28	0.0130	Up	Zfp36l1	zinc finger protein 36, C3H type-like 1
1456398_at	1.29	0.0130	Up	TUG1	taurine upregulated gene 1
1451730_at	1.29	0.0130	Up	Zfp62	zinc finger protein 62
1431326_a_at	1.29	0.0130	Up	Tmod2	tropomodulin 2
1449118_at	1.34	0.0130	Up	Dbt	dihydrolipoamide branched chain transacylase E2
1436746_at	1.41	0.0130	Up	Wnk1	WNK lysine deficient protein kinase 1
1426756_at	1.41	0.0130	Up	Galnt2	UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 2
1419038_a_at	1.58	0.0130	Up	Csnk2a1	casein kinase 2, alpha 1 polypeptide
1431239_at	1.18	0.0135	Up	Nono	non-POU-domain-containing, octamer binding protein
1424398_at	1.26	0.0135	Up	Dhx36	DEAH (Asp-Glu-Ala-His) box polypeptide 36
1426777_a_at	1.43	0.0139	Up	Wasl	Wiskott-Aldrich syndrome-like (human)
1417623_at	1.18	0.0142	Up	Slc12a2	solute carrier family 12, member 2
1455886_at	1.26	0.0142	Up	Cbl	Casitas B-lineage lymphoma
1445199_at	1.22	0.0149	Up	PATZ1	POZ (BTB) and AT hook containing zinc finger 1
1457513_at	1.22	0.0149	Up	Fam40a	family with sequence similarity 40, member A

*For multiple probesetIDs with the same annotation, the probesetID with smallest q-value was saved.

^^^Fold changes are presented as WT/null. Fold change > 1 indicates higher expression in the WT compared to the null. Fold change < 1 indicates higher expression in the null genotype compared to the WT.

**Table 2:** Top 20 WT/null differentially expressed genes ranked by significance at d35, q < 0.05*.

ProbesetID	Fold Change^^^	q-Value	Change Direction	Gene Symbol	Gene Description
1451203_at	2.28	5.65E-06	Up	Mb	Myoglobin
1416551_at	3.74	5.65E-06	Up	Atp2a2	ATPase, Ca++ transporting, cardiac muscle, slow twitch 2
1427768_s_at	3.80	1.07E-05	Up	Myl3	myosin, light polypeptide 3
1449997_at	4.74	1.47E-05	Up	Tpm3	tropomyosin 3, gamma
1448152_at	0.40	1.67E-05	Down	Igf2	insulin-like growth factor 2
1419606_a_at	5.50	1.67E-05	Up	Tnnt1	troponin T1, skeletal, slow
1455450_at	1.76	1.92E-05	Up	Ptpn3	protein tyrosine phosphatase, non-receptor type 3
1424831_at	0.63	2.28E-05	Down	Cpne2	copine II
1448554_s_at	4.36	2.28E-05	Up	Myh6	myosin, heavy polypeptide 6, cardiac muscle, alpha
				Myh7	myosin, heavy polypeptide 7, cardiac muscle, beta
1450813_a_at	4.30	5.98E-05	Up	Tnni1	troponin I, skeletal, slow 1
1418370_at	4.93	5.98E-05	Up	Tnnc1	troponin C, cardiac/slow skeletal
1417959_at	0.64	6.51E-05	Down	Pdlim7	PDZ and LIM domain 7
1417673_at	1.77	6.51E-05	Up	Grb14	growth factor receptor bound protein 14
1437025_at	0.49	7.72E-05	Down	Cd28	CD28 antigen
1425153_at	1.82	7.72E-05	Up	Myh2	myosin, heavy polypeptide 2, skeletal muscle, adult
1448394_at	5.08	8.62E-05	Up	Myl2	myosin, light polypeptide 2, regulatory, cardiac, slow
1419145_at	2.06	9.75E-05	Up	Smtnl1	smoothelin-like 1
1424937_at	1.58	9.98E-05	Up	Plin5	perilipin 5
1422813_at	0.60	1.01E-04	Down	Cacng1	calcium channel, voltage-dependent, gamma subunit 1
1418865_at	0.60	1.06E-04	Down	Zfp385a	zinc finger protein 385A

*For multiple probesetIDs with the same annotation, the probesetID with smallest q-value was saved.

^^^Fold changes are presented as WT/null. Fold change > 1 indicates higher expression in the WT compared to the null. Fold change < 1 indicates higher expression in the null genotype compared to the WT.

### DAVID annotation and Pathway Studio analysis of DE genes at 13.5 d.p.c. and d35

Pathway analysis results from DAVID and Pathway Studio 9 are listed in S2 and S3 Tables. The 283 genes DE at 13.5 d.p.c. were significantly enriched for 46 Gene Ontology (GO) terms [24] and several PANTHER pathway terms and SP_PIR_KEYWORDS [18]. Most of the 13.5 d.p.c. DE genes were involved in the regulation of transcription, RNA processing, negative regulation of cellular biosynthetic process and transcription, nucleotide binding, transcription repressor activity, and WNT signaling pathway. 

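Genes of mRNA splicing and chromatin regulation stood higher in wild-type embryos at 13.5 d.p.c., by small steps. Hnrnpu, a nuclear RNA-binding protein that shapes splicing and chromatin, was the only splicing gene of 41 called (1.36-fold, standard error 0.0696 on the log2 scale, n = 5 pools per genotype; limma, q = 0.016), and 35 of the 41 had a positive difference, with a median of 0.05. Among 40 chromatin genes, Rest, the repressor that silences neuronal genes outside neurons, was 1.27-fold higher (q = 0.0169), Brd2, a reader of acetylated histones, 1.21-fold and Kdm5b, a histone H3 demethylase, 1.18-fold, and adjusted over the list alone Kdm6a, Baz1a and Smarca5 were called as well. The chromatin remodeller Smarca4 was called at one probe set (1.47-fold, q = 0.0471) and the nuclear RNA Malat1 at 1.27-fold. The adjusted p of camera was 2.87e-06 for splicing and 0.000368 for chromatin, and 0.479 and 0.569 with an estimated correlation. In a fit with the actin 3' minus 5' value as a covariate, chosen after seeing the data, splicing was still called (adjusted p = 0.00158) and chromatin was not (0.338). Of the 243 called probe sets 204 name a single gene. Only 59 of these are the brightest of their gene, so many calls rest on a dimmer probe set. Of 15 alternative settings, the call of Malat1 at this probe set is lost in 12, Smarca4 in 11, Kdm5b and Brd2 in 9 each, Rest in 4 and Hnrnpu in 2.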

For the 2034 genes DE at d35, 58 GO terms, 19 SP_PIR_KEYWORDS, and several KEGG and PANTHER pathway terms were over represented. 

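Fatty acid oxidation genes were higher in wild-type pectoralis muscle at d35 almost without exception: 20 of 23 were called, all upward, and 23 adjusted over the list alone, with a median difference of 0.37 on the log2 scale (5 pools per genotype). Pdk4, which spares glucose when fat is burned, rose 1.70-fold (standard error 0.167; limma, q = 0.0171), Slc25a20, the carnitine carrier of the inner mitochondrial membrane, 1.51-fold, Acadl, the first enzyme of long-chain oxidation, 1.44-fold (standard error 0.0612, q = 0.000573) and Fabp3, which carries fatty acids through the cytosol, 1.41-fold. Respiratory chain genes moved less: 29 of 29 were positive with a median of 0.12, and 5 were called, among them Cox6a1 (1.46-fold), Sdha (1.19-fold) and Cox7a1 (1.15-fold). In the citric acid cycle 13 of 14 were positive and Idh3b (0.26 on the log2 scale) and Dlst (1.11-fold) were called. Glycolysis genes went the other way, with 10 of 13 negative and Tpi1 (0.866-fold) and Pkm (0.871-fold) lower in wild-type. The adjusted p of camera was 2.10e-23 for oxidation, 8.71e-08 for the respiratory chain, 6.49e-05 for the citric acid cycle and 0.00648 for glycolysis, and 0.140, 0.479, 0.479 and 0.626 with an estimated correlation. With wild-type pools 2 and 3 left out together, chosen after seeing the data, the first 3 lists were still called and glycolysis was not (adjusted p = 0.0578). Of 15 alternative settings the call of Dlst is lost in 14, Cox7a1 in 11, Cox6a1 in 10 and Idh3b and Tpi1 in 8 each. White adipocyte genes were higher in the same wild-type pools (camera adjusted p = 5.82e-09), a call lost with an estimated correlation and with fry. The array does not tell fat cells within the dissected muscle from lipid genes of the fibres.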

The DE genes at d35 were largely involved in muscle organ/tissue development, fatty acid metabolism, and mitochondria. Pathway Studio results at d35 identified 100 significantly over-represented regulator-target relationships (p < 0.05); PPARG, LEP, calmodulin, and GH1 were linked to the largest numbers of differentially expressed genes. MEF2A, MEF2C, creatine kinase, and UCP2 were also significantly enriched in the regulator-target relationships.

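The muscle transcription factors Mef2a and Mef2c differed little between genotypes in pectoralis muscle at d35. For Mef2c, 1 of 5 probe sets was called, 0.867-fold lower in wild-type (11.1, SD 0.0788, against 11.3, SD 0.0874; n = 5 pools per genotype; limma, q = 0.0439), and the other 4 had q of 0.0515 to 0.533. None of the 6 probe sets of Mef2a was called (at one of them -0.14 on the log2 scale, q = 0.126). Ckm, muscle creatine kinase, stood at -0.08 (q = 0.213). The call of Mef2c is lost in 9 of 15 refits made with 1 pool left out or with another setting. Ucp2 was not analysed here, as no probe set carries its symbol.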

### Over-represented DNA motifs in differentially expressed genes

Fig. 1 and Fig. 2 illustrate the over-represented motifs present in the promoters of DE genes at 13.5 d.p.c. (E-values < 0.05). Ten and eleven over-represented motifs were identified in DE genes upregulated in WT and MSTN–null genotypes, respectively. Over-represented motifs at d35 are listed in Figures A and B in S1 File. At this timepoint, nine and ten over-represented motifs were identified in DE genes upregulated in WT and MSTN-null genotypes, respectively. Similar to the 13.5 d.p.c. timepoint, enriched motifs were identified in zinc-finger protein binding sites. Moreover, the SMAD3 binding site was identified as an over-represented motif in DE genes upregulated in the MSTN-null genotype, and the SP1 binding site was found to be the sixth most significant motif in DE genes upregulated in the WT.

**Fig 1:**
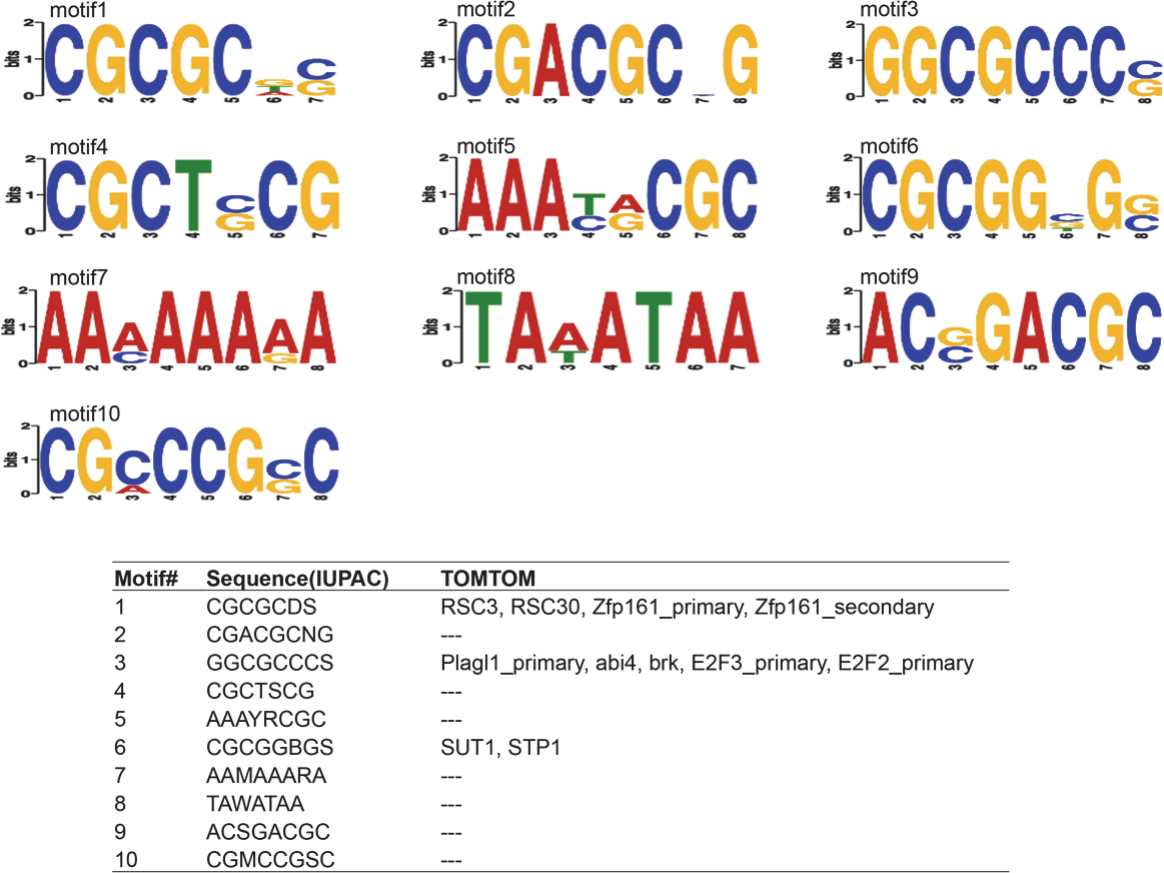
Over-represented motifs in genes upregulated in WT at 13.5 d.p.c.

**Fig 2:**
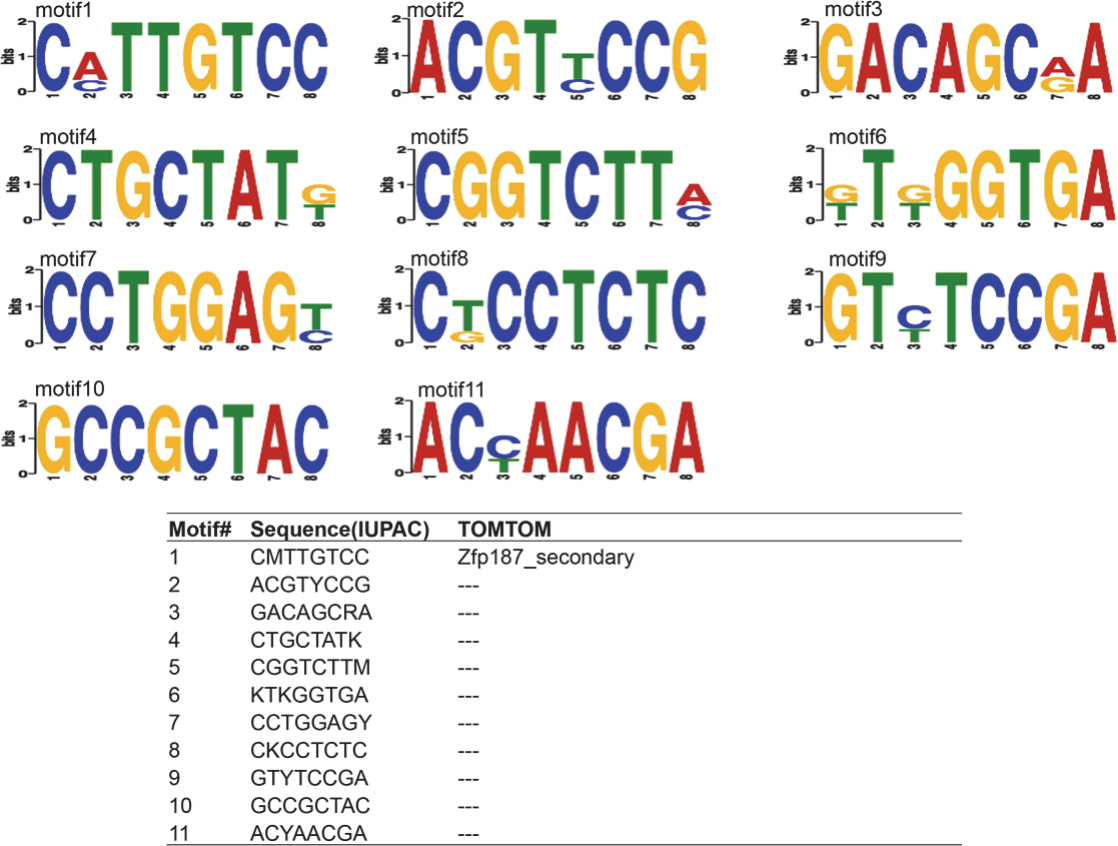
Over-represented motifs in genes upregulated in MSTN-null at 13.5 d.p.c.

### Regulatory impact factor analysis

Tables 3–6 list the top ten most extreme RIF scores, ranked by Z-score, at 13.5 d.p.c. and d35. All RIF scores are provided in S4 Table. Fig. 3 shows the relationship between RIF1 and RIF2 scores for the 13.5 d.p.c. and d35 timepoints. 

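Anks1b, a synaptic scaffold protein (RIF1 Z 5.62), and Spaca3, a sperm lysozyme (5.44), headed RIF1 at 13.5 d.p.c., and Ttc14 (RIF2 Z 3.50), the splicing factors Sf1 (3.41) and Rbmx (3.37) and the demethylase Kdm7a (3.33) stood among the top 10 of RIF2. At d35 the kinase Dck (3.20), the RNA-binding protein Cpeb3 (3.20) and Rb1cc1, which starts autophagy (3.17), led RIF1, and Papss2, which makes the sulfate donor (2.56), Iglv1, an antibody light chain segment (2.54), and Cap2, an actin regulator of striated muscle (2.54), led RIF2 among probe sets with a symbol. Dck (mean level 3.78 at d35), Papss2 (4.13 at d35) and Anks1b (4.42 at 13.5 d.p.c.) were dim, toward the lowest value of 2.78. Their correlations may therefore largely reflect noise. The other genes named here had mean levels from 6.69 (Iglv1) to 9.43 (Kdm7a). RIF1 weighs the phenotypic impact of each target by the change in its correlation with the regulator, and RIF2 compares level times correlation in the genotypes. Both scores were computed for 45037 regulators from correlations over 5 pools per genotype, with the 243 called probe sets as targets at 13.5 d.p.c. and 2062 at d35. Over the regulators, which are not independent replicates, the correlation of RIF1 with RIF2 was 0.477 at 13.5 d.p.c. and 0.103 at d35. With all probe sets as targets it was 0.079 and 0.386, and without wild-type replicate 2 it was -0.09 at d35. Of the alternatives, it was highest at d35 with the phenotypic impact taken as mean level times absolute difference.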

The correlation coefficient (r) between RIF1 and RIF2 was very close to zero at 13.5 d.p.c. (r = -0.09) and moderately positive at d35 (r = 0.45). At 13.5 d.p.c., *Rps29* and *Beta-s* exhibited the top two RIF1 Z-scores (10.09 and 8.25, respectively). 

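Rps29, a protein of the small ribosomal subunit, and Beta-s, an adult beta globin of red cells, were in the lower part of the RIF1 ranking when the scores were recomputed: Rps29 had a RIF1 Z of -0.866 (rank 40511 of 45037) and Beta-s one of -0.858 (rank 40273). As a group, ribosomal protein genes did not differ between whole embryos of 13.5 d.p.c. (17 of 25 negative, median -0.02 on the log2 scale, 5 pools per genotype; camera adjusted p = 0.589), nor did erythroid genes (7 of 9 negative, median -0.04, camera adjusted p = 0.384). The erythroid list was not called at 17.5 d.p.c. (camera adjusted p = 0.0994, median 0.22) or at d35 (0.657) either. A RIF1 score here rests on correlations over 5 pools.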

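Tnni2, the inhibitory subunit of fast troponin, had one of the brightest probe sets of pectoralis muscle at d35 and was not called between genotypes. That probe set stood at 14.6 in both (difference -0.03 on the log2 scale, n = 5 pools each, limma, q = 0.470). Dimmer probe sets of the gene differed by -0.15 (q = 0.119) and -0.19 (q = 0.135). Tpm1, the alpha-tropomyosin of fast muscle, differed by -0.10 at the probe set the paper lists (q = 0.166). Recomputed with 2062 called probe sets as targets, the RIF1 Z was 0.571 for Tnni2 at that probe set (rank 12024 of 45037) and 0.419 for Tpm1 (rank 14141), whereas another probe set of Tnni2 had a RIF1 Z of -1.72.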

At d35 after birth, *Tnni2* and *Tpm1* exhibited the top two RIF1 Z-scores (11.24 and 10.01, respectively). At 13.5 d.p.c., *Cox6b1* and *Rpl13a* exhibited the top two RIF2 Z-scores (5.79 and 5.37, respectively), and at d35, *Atp2a2* and *Tnni2* exhibited the top two RIF2 Z-scores (7.84 and 7.74, respectively). 

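At 13.5 d.p.c. the recomputed RIF2 Z was 0.340 for Cox6b1, a subunit of cytochrome c oxidase (rank 13590 of 45037), and 0.752 for Rpl13a, a protein of the large ribosomal subunit (rank 9641). Atp2a2, the calcium pump of slow and cardiac muscle, had a RIF2 Z of 1.51 at d35 (rank 3369) and Tnni2, fast troponin I, one of 1.96 (rank 866). Each score rests on 5 pools per genotype. With the regulator's own level and difference as the weight in place of the target's, RIF1 and RIF2 correlated at 0.105 at 13.5 d.p.c. and 0.227 at d35 over the regulators.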

Several genes were identified with top-ten RIF scores at both timepoints (i.e., *Beta-s*, *GM10420*, *March-2*). In addition, *Tnni2* was identified in the top ten at d35 for both RIF1 and RIF2. Target genes highly connected to *Tnni2* (Pearson correlation coefficient based on PCIT, |r| ≥ 0.9) were further investigated using ontology enrichment analysis to identify potential pathways involved in muscle development. Genes highly correlated with *Tnni2* in wild-type mice were enriched in the KEGG pathways viral myocarditis, immune/cancer, and proteolysis (adj.P, Benjamini < 0.1; S5 Table). However, no KEGG terms were significantly enriched in *Tnni2* correlates in MSTN-null mice.

**Fig 3:**
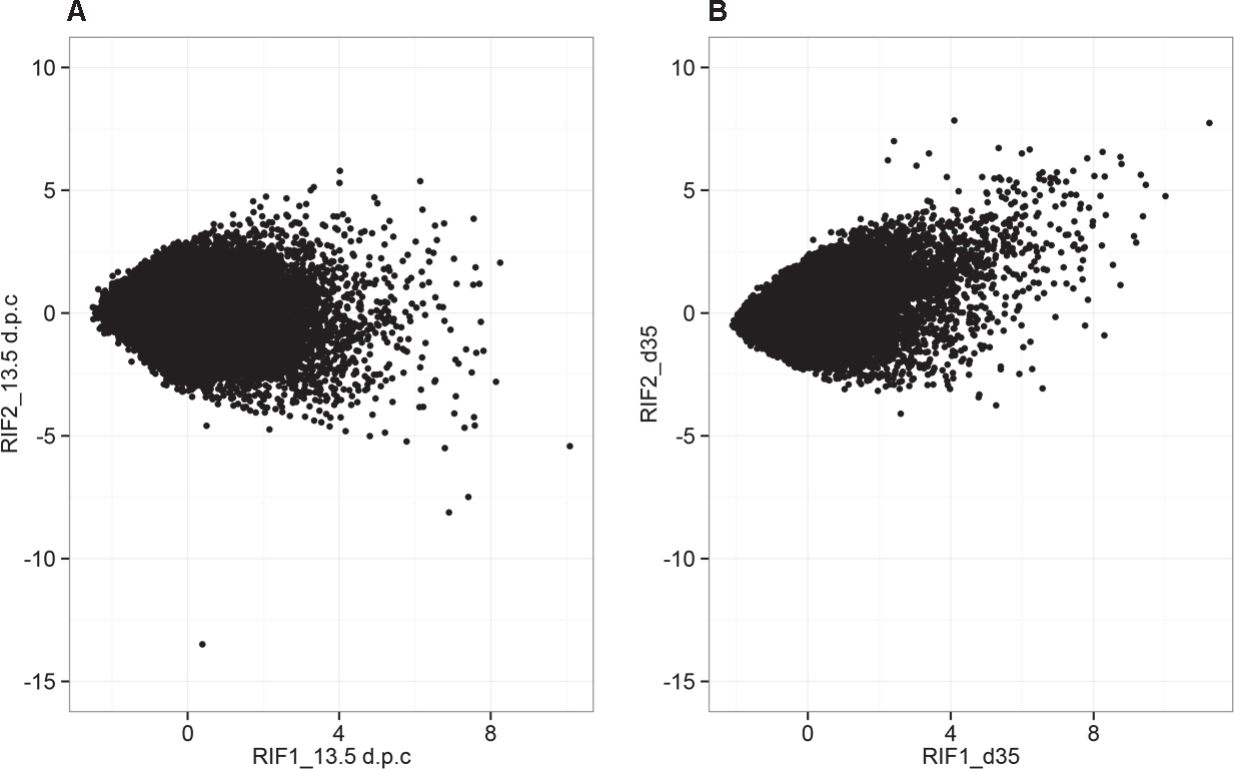
Relationship between RIF1 and RIF2 at 13.5 d.p.c. and d35.

**Table 3:** Top 10 RIF1 (wild type minus null) at 13.5 d.p.c.

ProbesetID	RIF1	RIF2	Gene Symbol	Gene Description
(1) Top Positive RIF1				
1415833_x_at	10.09	-5.42	Rps29	ribosomal protein S29
1417184_s_at	8.25	2.05	Beta-s, Hbb-b1, Hbb-b2	hemoglobin subunit beta-1-like
				hemoglobin, beta adult major chain
				hemoglobin, beta adult minor chain
1416054_at	8.14	-2.80	Rps5	ribosomal protein S5
1416546_a_at	7.81	-1.54	Rpl6	ribosomal protein L6
1417451_a_at	7.74	-0.36	Ppia	peptidylprolyl isomerase A
(2) Top Negative RIF1				
1415924_at	-2.50	0.23	Tnp1	transition protein 1
1416055_at	-2.50	0.24	Amy2a1, Amy2a2	amylase 2a1, amylase 2a2, amylase 2a3
			Amy2a3, Amy2a4, Amy2a5	amylase 2a4, amylase 2a5
1418855_at	-2.49	-0.25	Lce1l	late cornified envelope 1L
1420239_x_at	-2.45	0.21	March-2	membrane-associated ring finger (C3HC4) 2
1419792_at	-2.44	0.00	Kif20b	kinesin family member 20B

**Table 4:** Top 10 RIF2 (wild type minus null) at 13.5 d.p.c.

ProbesetID	RIF2	RIF1	Gene Symbol	Gene Description
(1) Top Positive RIF2				
1416565_at	5.79	7.00	Cox6b1	cytochrome c oxidase, subunit VIb polypeptide 1
1417608_a_at	5.37	6.14	Rpl13a	ribosomal protein L13A
1423111_at	5.30	4.01	Atp5a1	ATP synthase, H+ transporting, mitochondrial F1 complex
				alpha subunit 1
1436992_x_at	5.13	3.33	Vdac1	voltage-dependent anion channel 1
1417771_a_at	5.00	3.25	Psmc6	proteasome (prosome, macropain) 26S subunit, ATPase, 6
(2) Top Negative RIF2				
1435873_a_at	-13.49	0.39	Gm11478, Rpl13a	60S ribosomal protein L13a-like, ribosomal protein L13A
			Zfp526	zinc finger protein 526
1416141_a_at	-8.12	6.90	Rps6, Rps6-ps4	ribosomal protein S6, ribosomal protein S6, pseudogene 4
1431765_a_at	-7.49	7.41	Gm10420, Gm5978, Gm6139	predicted gene 10420, predicted gene 5978, predicted gene 6139
			Gm8225, Gm8842, Rps2	predicted gene 8225, predicted gene 8842, ribosomal protein S2
1415906_at	-5.50	6.79	Tmsb4x	thymosin, beta 4, X chromosome
1415833_x_at	-5.42	10.09	Rps29	ribosomal protein S29

**Table 5:** Top 10 RIF1 (wild type minus null) at d35.

ProbesetID	RIF1	RIF2	Gene Symbol	Gene Description
(1) Top Positive RIF1				
1416889_at	11.24	-0.92	Tnni2	troponin I, skeletal, fast 2
1423049_a_at	10.01	-0.50	Tpm1	tropomyosin 1, alpha
1416478_a_at	9.46	1.25	Mdh2	malate dehydrogenase 2, NAD (mitochondrial)
1416921_x_at	9.38	1.40	Aldoa, Aldoart1	aldolase A, fructose-bisphosphate, aldolase 1 A retrogene 1
1417184_s_at	9.32	2.05	Beta-s	hemoglobin subunit beta-1-like
			Hbb-b1	hemoglobin, beta adult major chain
			Hbb-b2	hemoglobin, beta adult minor chain
(2) Top Negative RIF1				
1417051_at	-2.11	-0.04	Pcdh8	protocadherin 8
1420239_x_at	-2.08	0.21	March2	membrane-associated ring finger (C3HC4) 2
1416744_at	-2.07	0.20	Uap1	UDP-N-acetylglucosamine pyrophosphorylase 1
1416967_at	-2.07	-1.26	Sox2	SRY-box containing gene 2
1417256_at	-2.03	0.08	Mmp13	matrix metallopeptidase 13

**Table 6:** Top 10 RIF2 (wild type minus null) at d35.

ProbesetID	RIF2	RIF1	Gene Symbol	Gene Description
(1) Top Positive RIF2				
1416551_at	7.84	4.1	Atp2a2	ATPase, Ca++ transporting, cardiac muscle, slow twitch 2
1416889_at	7.74	11.24	Tnni2	troponin I, skeletal, fast 2
1419606_a_at	7.00	2.41	Tnnt1	troponin T1, skeletal, slow
1416850_s_at	6.72	5.34	Cisd1	CDGSH iron sulfur domain 1
1417889_at	6.66	6.21	Apobec2	apolipoprotein B mRNA editing enzyme, catalytic polypeptide 2
(2) Top Negative RIF2				
1423255_at	-4.1	2.6	Atp6v1g1	ATPase, H+ transporting, lysosomal V1 subunit G1
1422156_a_at	-3.76	5.27	Gm10420, Gm5978, Gm6139, Gm8841, Gm8842, Rps2	predicted gene 1042, predicted gene 597, predicted gene 6139, predicted gene 8841, predicted gene 8842, ribosomal protein S2
1426731_at	-3.43	4.78	Des	desmin
1422613_a_at	-3.32	4.8	Gm11362, Rpl7a	predicted gene 11362, ribosomal protein L7A
1418996_a_at	-3.17	1.96	Lyrm5	LYR motif containing 5

### Differential hubbing

Differential hubbing scores are listed in S6 Table. 

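Correlates of a probe set were counted as the other probe sets with an absolute Pearson r of at least 0.9 over the 5 pools of a genotype. The paper counted only correlations that its PCIT step found significant. That step was not run here, so the counts are not the same measure as the paper's. The reference level is high with so few pools: in 100 random reorderings of the pools of 1 probe set against all others, Ctnna1, which links cadherins to actin, had on average 2071 correlates in wild-type and 1778 in MSTN-null embryos at 13.5 d.p.c., Bmp8b, a growth factor of the BMP family, 2077 and 1707, and Myl3, a light chain of slow myosin, 1790 and 1589 at d35. The median probe set had 1750 correlates in wild-type and 1804 in MSTN-null at 13.5 d.p.c. and 1730 and 1728 at d35. The log2 ratio of the wild-type to the MSTN-null count was compared with all 126 ways to split the 10 pools in equal groups, on values centred within genotype, so that 0.0079 is the smallest exact p. Correlations over 5 pools also entered the regulatory impact scores and the signs of r with Myl3.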

Fig. 4 illustrates extreme DH observed for *Ctnna1*, *Bmp8b*, and *Myl3* in wild-type vs. MSTN-null mice for highly correlated target genes (|r| ≥ 0.9). For instance, there were over 2,000 genes highly co-expressed (correlated) with *Ctnna1* in MSTN-null mice, but only one gene was highly co-expressed with *Ctnna1* in wild type at 13.5 d.p.c. 

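Ctnna1, the alpha-catenin of adherens junctions, had 3213 correlates in wild-type and 2723 in MSTN-null embryos at 13.5 d.p.c. at its brightest probe set, a log2 ratio of 0.24 that 95 of 126 splits of the pools reach (exact p = 0.754, two-sided, n = 5 pools per genotype). Its other probe sets had 1743 and 1566, 1850 and 1877, and 1171 and 1569 correlates in wild-type and MSTN-null. Among the correlates at the brightest, 232 were shared by both genotypes, and 10 of those in wild-type and 19 of those in MSTN-null were called between genotypes. The sign of the ratio is not stable: it was -0.21 after a further quantile normalization, and over 4 pools on both sides it ran from -0.51 without wild-type replicate 3 to 0.21 without wild-type replicate 1.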

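The level of Ctnna1 hardly differed between genotypes at 13.5 d.p.c.: 11.4 (SD 0.00455) in wild-type and 11.3 (SD 0.0804) in MSTN-null on the log2 scale at the brightest probe set, a difference of 0.03 with a standard error of 0.042 (n = 5 pools per genotype; limma, q = 0.615). The other probe sets differed by 0.02, 0.02 and 0.01. In the wild-type pools this probe set thus varied very little, and a correlation with it is computed over a narrow range of levels.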

Interestingly, *Ctnna1* was not differentially expressed (q = 0.56). *Bmp8b* was also found to be differentially hubbed between wild-type and MSTN-null mice at 13.5 d.p.c.; over 3,000 genes were highly co-expressed with *Bmp8b* in wild-type mice, while less than 1,000 genes were highly co-expressed with *Bmp8b* in MSTN-null mice. 

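Bmp8b, a BMP ligand known from germ cell formation and brown fat, had 3474 correlates in wild-type against 907 in MSTN-null embryos at 13.5 d.p.c. at its brighter probe set, a log2 ratio of 1.94 that no other split of the pools reached (1 of 126, exact p = 0.0079, two-sided, n = 5 pools per genotype, highest other split 1.93). At its other probe set the counts were 1504 and 1566 (log2 ratio -0.06). Neither differed in level: 7.66 (SD 0.0622) against 7.63 (SD 0.042) at the brighter (limma, q = 0.651) and 6.00 against 6.01 at the other (q = 0.718). Of the 3474 wild-type correlates 67 were also correlates in MSTN-null, and 2 were called between genotypes. The paper shows Bmp8b as an extreme case found in the same pools, among 45037 probe sets, so that this p is not that of a gene chosen beforehand. The difference in counts depends on 1 pool: over 4 pools on both sides the log2 ratio was 0.15 without wild-type replicate 3 (exact p = 0.698) and 1.15 without wild-type replicate 1, and 6 of 10 such refits had an exact p above 0.05.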

Fig. 5 contrasts the differences in expression patterns of genes highly correlated to *Myl3* across genotypes at d35. Expression data used in Fig. 5 are listed in S7 Table. The 5,500 genes highly correlated to and co-expressed with *Myl3* in wild-type mice were almost always downregulated, whereas the 1,189 co-expressed genes in MSTN-null mice were almost exclusively upregulated at d35. 

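Myl3, a light chain of slow and cardiac myosin, was 3.63-fold higher in wild-type than in MSTN-null pectoralis muscle at d35 at the probe set whose counts the paper prints (10.8, SD 0.384, against 8.90, SD 0.0336, on the log2 scale; n = 5 pools each; limma, q = 1.65e-05). It had 5526 correlates in wild-type and 1215 in MSTN-null, of which 120 were shared. Of the wild-type correlates, 43.4% had a lower level in wild-type, as had 57.04% of the MSTN-null correlates and 56.0% of all probe sets. Called between genotypes were 274 of the wild-type correlates, 93 lower and 181 higher in wild-type, and 51 of the MSTN-null correlates, 26 lower and 25 higher. The called share, 4.96% of the wild-type and 4.198% of the MSTN-null correlates, was close to the 4.58% of all probe sets. The share lower in wild-type was 36.8% for correlates with an absolute r of at least 0.95 and 50.8% without wild-type replicate 2.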

In MSTN-null mice, the *Myl3* differentially hubbed correlates were enriched for the KEGG pathway term mmu04360: “Axon guidance”. In contrast, those genes highly correlated with *Myl3* in wild-type mice were significantly enriched for the KEGG terms actin cytoskeleton, T/B cell receptor signaling, viral myocarditis, Huntington's disease, cancer pathways, and ubiquitin-mediated proteolysis (Benjamini p < 0.10; Table 7).

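Most genes of the lymphocyte and macrophage lists were among the wild-type correlates of Myl3 in pectoralis muscle at d35, which include 10 of 11 B cell genes (90.9%, against 13.6% of other genes; Fisher's exact test, adjusted p = 1.72e-07 over 8 lists), 7 of 11 T cell genes (adjusted p = 0.000468) and 8 of 13 macrophage genes (adjusted p = 0.000326). They include 0 of 13 white adipocyte, 0 of 14 fibroblast and matrix, 0 of 5 Schwann cell, 1 of 9 erythroid and 1 of 12 endothelial genes. All the immune genes counted had an r of -0.9 or less, and the pools behind it are few: Ighm, the heavy chain of IgM, was at 10.9 in wild-type pool 2 and 9.67 in wild-type pool 3 against 8.09 to 8.26 in the other wild-type pools and 7.74 to 8.73 in MSTN-null, and Myl3 at 10.1 and 10.7 against 10.9 to 11.0 in the other wild-type pools. Lyz2, a lysozyme of macrophages, was at 10.5 and Ctss, a lysosomal protease of antigen-presenting cells, at 10.3 in wild-type pool 2. In MSTN-null muscle 3 of 11 B cell, 7 of 11 T cell and 8 of 13 macrophage genes were above the median of their array. As whole lists, B cell genes (10 of 11 positive, median 0.38, camera adjusted p = 0.0521) and T cell genes (9 of 11 positive, adjusted p = 0.540) were not called between genotypes, and macrophage genes were (13 of 13 positive, median 0.23, adjusted p = 0.00246, and 0.582 with an estimated correlation), which was lost without wild-type pools 2 and 3 (0.370). Wild-type pools 2 and 3 also had the highest actin 3' minus 5' differences at d35 (0.579 and 0.309 on chip A, 0.584 and 0.445 on chip B, against at most 0.239 in the other wild-type and 0.278 in MSTN-null pools), so that RNA quality cannot be separated from the immune transcripts here. The pools were looked at 1 by 1 only after the result of the Fisher test was known.

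**Figure D3:**
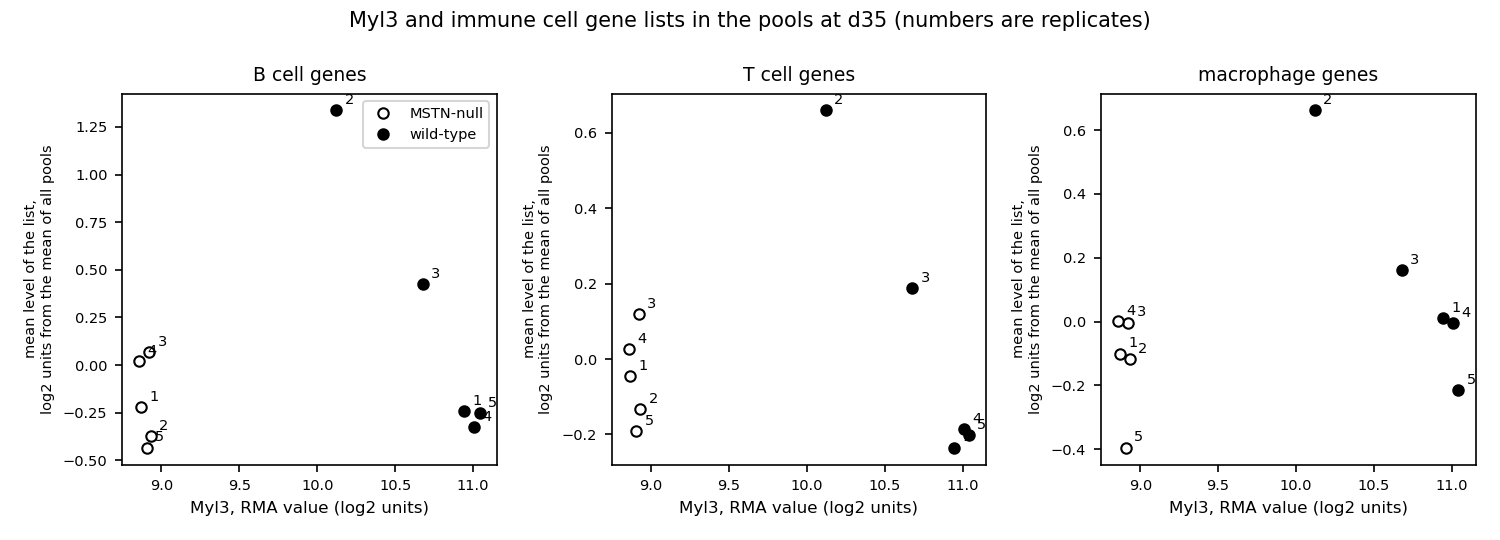
Level of Myl3 (RMA log2 value of the probe set whose counts the paper prints) in each pectoralis muscle pool at d35 against the mean level of the B cell, T cell and macrophage lists in that pool. Numbers are pool numbers, white points MSTN-null and black points wild-type (5 pools each).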

**Fig 4:**
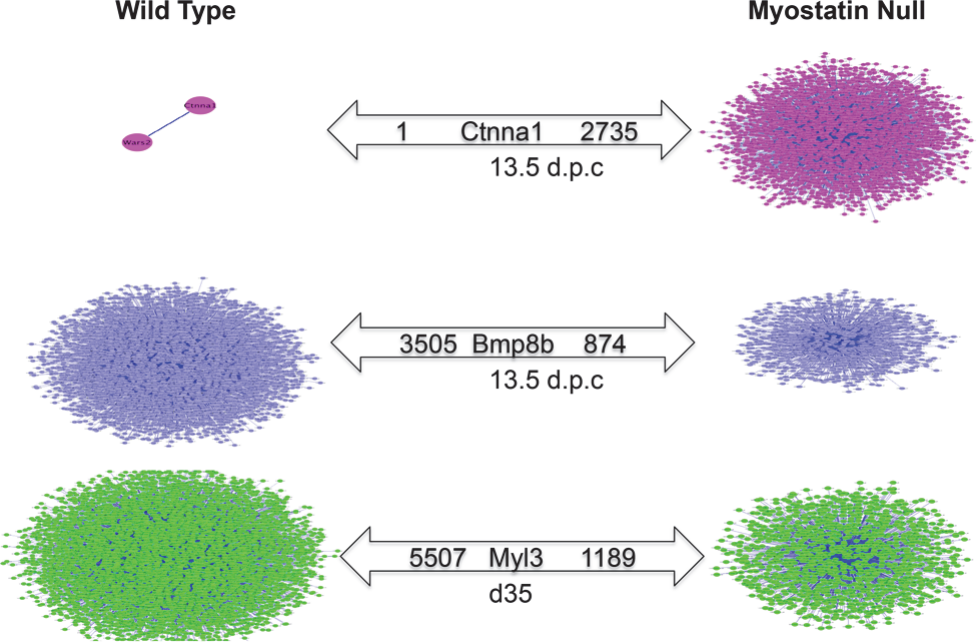
Differential wiring of co-correlated genes between WT and MSTN-null mice (|r| ≥ 0.9).

**Fig 5:**
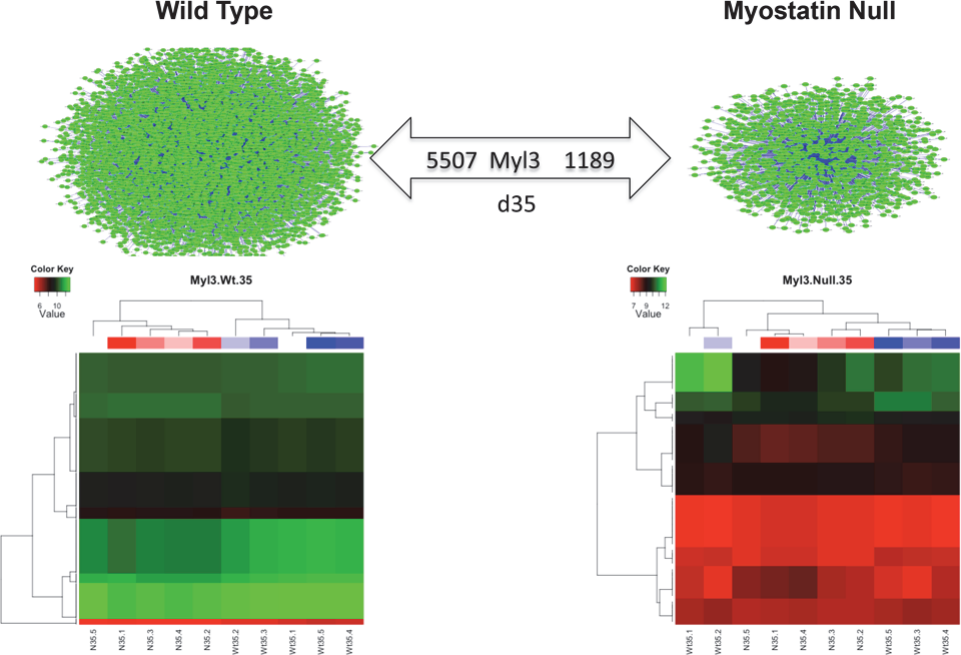
Heat map of genes highly correlated to *Myl3* in WT and MSTN-null mice at d35.

**Table 7:** KEGG pathway analysis of genes highly correlated with *Myl3* at d35 in wild-type vs. MSTN-null mice.

Term	Count	%	PValue	List Total	Pop Hits	Pop Total	Fold Enrichment	Benjamini
mmu04810:Regulation of actin cytoskeleton	81	1.82	1.58E-06	1316	217	5738	1.63	2.98E-04
mmu04010:MAPK signaling pathway	93	2.09	5.21E-06	1316	265	5738	1.53	4.92E-04
mmu04662:B cell receptor signaling pathway	37	0.83	9.30E-06	1316	80	5738	2.02	5.86E-04
mmu03010:Ribosome	39	0.88	2.34E-05	1316	89	5738	1.91	1.11E-03
mmu04650:Natural killer cell mediated cytotoxicity	49	1.10	2.93E-05	1316	122	5738	1.75	1.11E-03
mmu04666:Fc gamma R-mediated phagocytosis	41	0.92	5.05E-05	1316	98	5738	1.82	1.59E-03
mmu05340:Primary immunodeficiency	20	0.45	8.99E-05	1316	36	5738	2.42	2.42E-03
mmu04670:Leukocyte transendothelial migration	46	1.03	1.56E-04	1316	119	5738	1.69	3.68E-03
mmu04062:Chemokine signaling pathway	64	1.44	1.78E-04	1316	182	5738	1.53	3.72E-03
mmu04660:T cell receptor signaling pathway	45	1.01	2.66E-04	1316	118	5738	1.66	5.02E-03
mmu04520:Adherens junction	32	0.72	3.52E-04	1316	76	5738	1.84	6.03E-03
mmu04144:Endocytosis	68	1.53	4.54E-04	1316	202	5738	1.47	7.13E-03
mmu05200:Pathways in cancer	100	2.25	5.95E-04	1316	323	5738	1.35	8.61E-03
mmu04142:Lysosome	44	0.99	6.75E-04	1316	119	5738	1.61	9.08E-03
mmu04120:Ubiquitin mediated proteolysis	48	1.08	1.19E-03	1316	136	5738	1.54	1.49E-02
mmu05416:Viral myocarditis	35	0.79	2.33E-03	1316	94	5738	1.62	2.72E-02
mmu04640:Hematopoietic cell lineage	32	0.72	2.49E-03	1316	84	5738	1.66	2.74E-02
mmu04612:Antigen processing and presentation	34	0.76	2.56E-03	1316	91	5738	1.63	2.65E-02
mmu04360:Axon guidance	45	1.01	3.15E-03	1316	131	5738	1.50	3.09E-02
mmu05016:Huntington's disease	58	1.30	5.71E-03	1316	183	5738	1.38	5.27E-02
mmu02010:ABC transporters	19	0.43	7.51E-03	1316	45	5738	1.84	6.56E-02
mmu04514:Cell adhesion molecules (CAMs)	49	1.10	1.05E-02	1316	154	5738	1.39	8.67E-02

## Discussion

### Interpretation of genes differentially expressed during primary myogenesis and postnatal skeletal muscle growth

Microarray analysis of tissues from MSTN-null and wild-type mice identified DE genes at both 13.5 d.p.c. and d35, whereas no DE genes (q < 0.05) were identified at 17.5 d.p.c. 

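Between ages, the genotype difference itself changed for some probe sets. Tested in a single limma fit of all 30 pools, the wild-type minus MSTN-null difference was not the same at d35 as at 13.5 d.p.c. for 526 probe sets (260 with a larger difference at d35, 266 with a smaller), nor at d35 as at 17.5 d.p.c. for 322 (148 and 174), and for 0 between 17.5 and 13.5 d.p.c., where 2821 had an unadjusted p under 0.05 and the Benjamini-Hochberg method also gave 0. This fit uses 1 variance per probe set for all ages, although the median SD was 0.077, 0.131 and 0.0993 at 13.5 d.p.c., 17.5 d.p.c. and d35. It called 0 probe sets between genotypes at 13.5 d.p.c., against 243 in the separate fit. The 0 between 17.5 and 13.5 d.p.c. therefore does not show that the genotype difference was alike at these ages. Slow-twitch sarcomere genes gained at d35, by 1.47 over 13.5 d.p.c. and 1.40 over 17.5 d.p.c. on the log2 scale (mean over 13 genes, 5 pools per genotype and age), and fatty acid oxidation genes gained 0.42 and 0.27. The imprinted zinc-finger gene Plagl1 shifted by -0.57 from 13.5 d.p.c. to d35 at one of its 3 probe sets (q = 0.0271). Calls were barely shared between ages: 3 of the 231 probe sets higher in wild-type at 13.5 d.p.c. were also higher at d35, where chance gives 5.78 (Fisher's exact test, p = 0.391), and 5 were called lower (chance 4.80, p = 0.816). Of the 12 lower at 13.5 d.p.c., 0 were called lower at d35 (chance 0.249, Fisher's exact p = 1) and 2 were called higher, more than chance gives (Fisher's exact p = 0.0349, not adjusted). The tissue differs at each age, so age and tissue cannot be told apart.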

Ideally, comparisons would have been made using the same tissue sample from each of the timepoints. However, obtaining single muscles from 13.5 d.p.c. and 17.5 d.p.c. embryos was not feasible due to their small size at these stages of development. An important consequence is that no comparisons can be made across timepoints in this study since the tissue types are not comparable. It is also important to note that results from 13.5 and 17.5 d.p.c. may reflect gene expression changes in tissues other than muscle, even though myostatin is predominantly expressed in muscle. 

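Nerve and liver transcripts, which whole embryos contain, differed as groups at 13.5 d.p.c. Neuronal genes were higher in wild-type in 12 of 15, with Elavl4, an RNA-binding protein of neurons, called (1.23-fold, standard error 0.0604 on the log2 scale, n = 5 pools per genotype; limma, q = 0.0364) and Neurod1, a bHLH factor of neurogenesis, called when adjusted over the list alone (0.17). Liver genes were lower in 11 of 11 (median -0.20), T cell genes in 11 of 11 (median -0.06) and macrophage genes in 12 of 13 (median -0.06), with no gene called. Fast-twitch sarcomere genes, a small part of the embryo's RNA, were lower in 12 of 14, and Myh1, the 2X myosin, was called at 0.835-fold. The call of Elavl4 is lost in 11 and that of Myh1 in 12 of 15 alternative settings. Camera's adjusted p was 0.000265 for neuronal, 0.0124 for liver, 0.00937 for T cell, 0.00425 for macrophage and 0.0467 for fast-twitch genes, and 0.479, 0.723, 0.479, 0.453 and 0.723 with an estimated correlation. At 17.5 d.p.c. neuronal genes were again higher (11 of 15, median 0.13, adjusted p = 0.00325, and 0.479 with an estimated correlation), but not called with the liver level as a covariate, chosen after seeing the data (0.635), nor without MSTN-null replicate 5 or wild-type replicate 4 (up to 0.0856). With the actin 3' minus 5' value as a covariate, chosen after seeing the data, the neuronal (adjusted p = 0.0214), liver (0.000176) and fast-twitch (0.0424) lists were called at 13.5 d.p.c. and the T cell (0.290) and macrophage (0.0938) lists were not. Of 18 alternative settings the fast-twitch list was lost in 11, with 6 of the 10 that leave out a pool among them (adjusted p up to 0.280), the liver list in 7, with 5 of those (up to 0.170), and the T cell list in 5, with 1 of those. Lists of cartilage and bone, epithelial and cell cycle genes were not called at any age (lowest camera adjusted p 0.540, 0.458 and 0.274).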

We would also like to note that this study is a meta-analysis of a previous study and that, although there is significant overlap, the number of DE genes identified at d35 in this study differs from the results of the previous study in our lab [13]. This is because different statistical methods were used in these two analyses. Despite the difference in the methodology used to analyze differential expression in the current study, all of the DE genes validated by real-time qPCR in our previous study were also significantly DE in this study (q<0.05; S1 Table) [13].

### Ontology-based enrichment analysis identified biological processes related to myostatin-mediated changes in skeletal muscle growth and metabolism.

DAVID ontology enrichment analyses identified significantly over-represented regulators relevant to both muscle and adipose development. At 13.5 d.p.c., over-representation of the WNT KEGG pathway was identified for genes DE by genotype. This result is consistent with a previous study from our lab that also identified a major role for WNT signal transduction in MSTN-mediated skeletal muscle growth at the d35 postnatal timepoint [13]. 

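Within a list of WNT pathway genes, Tle1, a corepressor that keeps TCF targets silent, was the only one of 42 called at 13.5 d.p.c., higher in wild-type by 1.37-fold (standard error 0.0949 on the log2 scale, n = 5 pools per genotype; limma, q = 0.0404), and 1 was called adjusted over the list alone. The list did not move as a whole (22 positive, 20 negative, camera adjusted p = 0.262), and it was not called at 17.5 d.p.c. (0.517). Csnk2a1, whose kinase phosphorylates WNT pathway proteins, was called at a dimmer probe set (q = 0.0137), while its brightest differed by 0.04. Among TGF-beta and myostatin pathway genes 1 of 34 was called, Tgfb2, a ligand of the same family as myostatin (1.23-fold higher, q = 0.04), and that list was not called either (camera adjusted p = 0.102; 0.219 at 17.5 d.p.c.). The calls of Tle1 and Tgfb2 are each lost in 12 of 15 alternative settings, most of those that leave out a pool among them.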

The DE genes at d35 were enriched for the DAVID terms muscle organ/tissue development, fatty acid metabolism, and mitochondria, which are all relevant to muscle and adipose growth. 

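Embryonic and perinatal muscle genes stood lower in wild-type than in MSTN-null pectoralis muscle at d35: Myh8, perinatal myosin (0.736-fold, standard error 0.096 on the log2 scale), Chrna1, the acetylcholine receptor subunit of the muscle endplate (0.782-fold), and Actc1, cardiac actin (0.789-fold; limma, q = 0.0125, n = 5 pools per genotype) were called of 9 measured, and 3 adjusted over the list alone. Calcium handling genes split, with Atp2a2 higher and 6 of 15 lower, namely Sln, Cacng1, a subunit of the calcium channel (0.598-fold, q = 0.000103), Asph, a junctional protein of the reticulum (0.674-fold), Jph2, Jph1 and Casq1. Among myogenic regulators 1 of 12 was called, Cdh15, M-cadherin of satellite cells (0.777-fold). In the IGF and growth list, Igf2 and Akt2 (-0.27) were lower and Igf1 (0.30) and Igfbp4 (0.55) higher. The TGF-beta and myostatin pathway list had 4 genes higher, Skil, Tgfbr3, Id3 and Smad7, and 4 lower, Tgfb2 (0.754-fold), Inha (0.759-fold) and the activin receptors Acvr2a (0.799-fold) and Acvr2b (-0.21). Camera's adjusted p was 0.0237 for the embryonic and 1.30e-05 for the calcium handling list, and 0.569 and 0.270 with an estimated correlation. The myogenic (0.405), IGF (0.517) and TGF-beta (0.517) lists were not called. Adjusted over the list alone, 9 calcium handling genes were lower and 1 higher, 6 and 3 IGF genes higher and lower, and 6 and 7 TGF-beta genes. The call of Casq1 is lost in 10 of 15 alternative settings. The embryonic list was no longer called in 3 of 10 refits without a pool (adjusted p up to 0.0655) and with wild-type pools 2 and 3 left out (adjusted p = 0.0721), a setting chosen after seeing the data. The paper states that the terms enriched among its called genes at d35 are relevant to the growth of muscle and fat.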

All DAVID results are presented in S2 Table.

### MicroRNA-regulated gene networks were over represented at 13.5 d.p.c.

Pathway Studio identified potential regulators within DE gene lists based on text mining of previously published results. Several microRNAs were identified as potential regulators from the sub-network analysis at 13.5 d.p.c., including *Mir29b1*, *Let7g*, *Mir139*, and *Mir122*. 

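Genes that the study lists as neighbors of these microRNAs were higher in wild-type embryos at 13.5 d.p.c., and since they were drawn from its called genes the tests are not independent evidence. In the Mir29b1 list, Dbt, an enzyme of branched-chain amino acid breakdown (1.34-fold, standard error 0.0629 on the log2 scale, n = 5 pools per genotype; limma, q = 0.0137), and Kdm5b were called of 5. In the Let7g list, Galnt2, which starts O-linked glycosylation (1.41-fold at one probe set, q = 0.0137), and Cemip2, a hyaluronidase (1.24-fold), were called of 6. Hnrnpu was called in the Mir122 list of 6 and none in the Mir139 list of 7. Adjusted over the list alone, 3, 4, 2 and 2 genes were called, the additions being Zfp36l1 (0.29), Igf2bp1, Chd4, Papola, Stau2 (0.34) and Nrk (0.39). Camera's adjusted p was 1.35e-05, 0.000113, 0.0260 and 0.0239 for the Mir29b1, Let7g, Mir122 and Mir139 lists, and 0.0703, 0.168, 0.425 and 0.425 with an estimated correlation. With the actin 3' minus 5' value as a covariate, chosen after seeing the data, none of the 4 was called (adjusted p = 0.166, 0.227, 0.135 and 0.162). The Mir139 list was also lost in 3 and the Mir122 list in 1 of 10 refits without a pool, and the calls of Kdm5b and Cemip2 are each lost in 9 of 15 alternative settings.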

Since microRNAs are involved in many early developmental processes, it is possible that they may be involved in muscle and adipose development in pathways upstream or downstream of MSTN signaling.

### Fatty acid metabolism, myogenic, and muscle fiber type pathways were over represented at d35

Pathway enrichment with Pathway Studio at d35 after birth identified a number of significantly enriched pathways (p<0.05) relevant to muscle and adipose development. For example, several myogenic factors’ sub-networks were significantly enriched, including networks regulated by MEF2A, MEF2C, MYH1, and TNNT2 (S3 Table). 

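Of the 10 targets listed under MEF2C, 9 were called higher in wild-type at d35, among them Csrp3, a Z-disc mechanosensor (2.20-fold, standard error 0.174 on the log2 scale, n = 5 pools per genotype; limma, q = 0.00283), Myh2, the 2A myosin (1.82-fold, q = 7.93e-05), Myoz2, calsarcin of slow fibres (0.90), and Ppara, a nuclear receptor for fatty acids (0.71). The exception was Ctnna3, a catenin of cardiac junctions (-0.35). Camera's adjusted p was 1.16e-12, and 0.0703 with an estimated correlation. The study chose the list on the same pools, so the 9 higher and 1 lower adjusted over the list alone are not independent evidence.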

MEF2C was previously found to be involved in the formation of myofibers [25]. In addition, several sub-networks involved in fatty acid metabolism were also significantly enriched at d35, including networks regulated by ADIPOQ, CEBPA, FABP4, LDL, LEP, PGC1A, PPARG, SREBF1, and VLDL. 

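Fat cell transcripts were higher in wild-type pectoralis muscle at d35. Of 13 white adipocyte genes 7 were called, all upward, among them Scd1, which desaturates fatty acids (1.99-fold, standard error 0.236 on the log2 scale, n = 5 pools per genotype; limma, q = 0.0263), Cidec, a lipid droplet protein (1.97-fold), Agpat2, an enzyme of triglyceride synthesis (1.93-fold), and Pparg, the adipocyte nuclear receptor (1.47-fold). The brown fat genes Otop1 (1.95-fold), Cidea (1.75-fold, q = 0.0324), Dio2, which activates thyroid hormone (1.51-fold), and Elovl3 were called of 6 measured. Adipoq (0.67) and Cebpa (0.56) were called only when adjusted over the list alone, which gives 12 white and 6 brown genes, and Lep (0.05) was not. Camera's adjusted p was 5.82e-09 for white and 5.58e-06 for brown adipocyte genes, and 0.425 and 0.311 with an estimated correlation. Of 15 alternative settings the call of Otop1 is lost in 10, Cidea in 9 and Agpat2 in 8. Both lists were still called with wild-type pools 2 and 3 left out (1.45e-06 and 0.000102), chosen after seeing the data. The array does not tell fat cells within the dissected muscle from lipid genes of the fibres.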

PPARG, LEP, calmodulin, and GH1 were linked to the largest numbers of differentially expressed genes at d35. 

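Neighbors of Ucp2 in the study's network were higher in wild-type pectoralis muscle at d35 in 5 of 6 cases: Pck1, which feeds glycerol synthesis (1.66-fold), Cat, which removes hydrogen peroxide (1.63-fold), Abca1, a cholesterol exporter (1.62-fold, standard error 0.109 on the log2 scale; limma, q = 0.00314, n = 5 pools per genotype), Lpl, which frees fatty acids from lipoproteins (1.33-fold), and Ucp3, the uncoupling protein of muscle (0.33). Irs1, an adaptor of the insulin receptor, was lower (-0.37). Camera gave an adjusted p of 0.000309, and 0.168 with an estimated correlation, and at 17.5 d.p.c. 0.0297, and 0.425 with an estimated correlation, with 0 genes called there and 1 adjusted over the list alone. At 17.5 d.p.c. the list was lost in 4 of 10 refits without a pool (adjusted p up to 0.146) and with the liver level as a covariate, chosen after seeing the data (0.0802). The call of Pck1 at d35 is lost in 9 of 15 alternative settings. All 6 were drawn from the study's called genes at d35, so this is not independent evidence.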

UCP2, a mitochondrial membrane transporter involved in energy balance regulation, was significantly enriched as well (p = 0.00573; S3 Table). Notably, WNT4 pathway members were over represented at d35 (p = 0.0227), which is consistent with previously experimentally confirmed results from this study [13]. 

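Wnt4, a ligand that promotes myogenesis, was lower in wild-type pectoralis muscle at d35 at both of its probe sets: 0.628-fold at one (8.06, SD 0.229, against 8.73, SD 0.137, on the log2 scale; n = 5 pools per genotype; limma, q = 0.00255) and 0.769-fold at the other (q = 0.00397). Of 7 neighbors of WNT4 in the study's network, Plin2, a coat protein of lipid droplets (1.54-fold), Pparg, Sfrp2, a secreted WNT antagonist (1.38-fold), and Sycp3 (0.36) were higher and Sema3a, a guidance cue released at the endplate, lower (0.629-fold). Among 42 WNT pathway genes, Dkk2, another antagonist (1.50-fold, q = 0.00057), Sfrp2 and Axin2 (0.18) were higher and Wnt4 was lower. Camera called the study's list (adjusted p = 0.00881, and 0.168 with an estimated correlation) but not the pathway list (0.572). Adjusted over the list alone the calls were 5 higher and 1 lower in the first, which is not independent evidence, and 3 and 2 in the second. With wild-type pools 2 and 3 left out, chosen after seeing the data, the study's list was not called (adjusted p = 0.0578). The call of Sfrp2 is lost in 10 of 15 alternative settings.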

The transcription factor GATA5, which is an important regulator in muscle development [26], was identified by Pathway Studio because its targets, including the muscle fiber type development genes *Myl2*, *Tnnc1*, *Myh7*, *Myl3*, and *Myh11*, were significantly over represented (p = 0.00133). These results indicate that genes DE due to MSTN loss of function at 13.5 d.p.c. and d35 include several important regulators of muscle and adipose development. 

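All 5 listed targets of GATA5 were higher in wild-type at d35, and 4 of them are genes of the slow sarcomere, with Myl3 at 3.80-fold at its brightest probe set (standard error 0.129 on the log2 scale, n = 5 pools per genotype; limma, q = 1.03e-05). The last, Myh11, smooth muscle myosin, was 1.25-fold higher. The rest of the smooth muscle list did not follow it, with Tagln, an actin-binding protein (1.34-fold), called of the other 5 genes and a camera adjusted p of 0.384. There the median of -0.01 and the mean of 0.05 differ in sign. Gata5 itself was not called (-0.06, q = 0.484, and -0.07, q = 0.371). The adjusted p of camera for the list was 2.37e-12 at d35 and 0.0174 at 17.5 d.p.c., and 0.0703 and 0.582 with an estimated correlation. At 17.5 d.p.c. the list was also lost in 3 of 10 refits without a pool (adjusted p up to 0.267) and with the probe set of smallest p for each gene. The study chose the targets on the same pools, so the 5 called adjusted over the list alone are not independent evidence.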

All Pathway Studio results are presented in S3 Table.

### Known and novel transcriptional regulatory motifs were differentially enriched in the presence or absence of functional myostatin at 13.5 d.p.c. and d35

Previously, SMAD transcription factors have been implicated in MSTN signal trasnduction [27]; however, not all promoters of MSTN-regulated genes contain SMAD binding sites. Using DREME, several over-represented motifs were identified in DE genes at both 13.5 d.p.c. and d35 (Figs. 1 and 2, Figures A and B in S1 File). Zinc-finger protein family (ZFP) binding site was the most significant motif identified at 13.5 d.p.c. Binding sites for PLAGL1, a known biomarker of disease [28], were over represented in genes upregulated in WT at 13.5 d.p.c. 

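Plagl1, an imprinted zinc-finger gene that restrains growth, did not differ between genotypes in whole embryos of 13.5 d.p.c. at any of its 3 probe sets: by 0.00 (q = 0.752) at the one later called at d35, and by 0.08 (q = 0.457) and 0.11 (q = 0.362) on the log2 scale (limma, n = 5 pools per genotype). Zscan26, the current symbol of Zfp187 and another zinc-finger gene, differed by 0.05 (standard error 0.06, q = 0.591).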

Neither *Plagl1* (q = 0.72) nor *Zfp187* (q = 0.54) was DE at 13.5 d.p.c. However, *Plagl1* itself was significantly 0.67-fold downregulated in WT at d35 (q = 0.01). In contrast, ZFP187 TF binding sites were over represented in genes downregulated in WT at 13.5 d.p.c., while the gene itself was significantly 1.21-fold upregulated in WT at d35 (q = 0.03). It is interesting that PLAGL1 binding sites were identified as over represented in genes that are more highly expressed in the WT genotype, since the similar gene *Plag1* was recently identified in a haplotype that had undergone a selective sweep in double-muscled Belgian Blue cattle [29].

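At d35 Plagl1 was 0.673-fold lower in wild-type at 1 of 3 probe sets (8.19, SD 0.203, against 8.76, SD 0.263, on the log2 scale; standard error 0.122, n = 5 pools per genotype; limma, q = 0.0151). Its other probe sets did not differ (0.03, q = 0.574, and -0.03, q = 0.530). The call was lost in 1 of 15 alternative settings.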

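Zscan26 (Zfp187) was 1.21-fold higher in wild-type pectoralis muscle at d35 (7.71, SD 0.0757, against 7.43, SD 0.15, on the log2 scale; standard error 0.07, n = 5 pools per genotype; limma, q = 0.0324). The call did not hold in 9 of 15 alternative settings, among them the Benjamini-Hochberg method and 8 refits without a single pool.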

At d35, SMAD3 binding site was found to be the most over-represented motif in DE genes upregulated in MSTN-null mice at d35, indicating its importance in MSTN signal transduction during postnatal growth. SMAD3 has proved to be necessary and sufficient for MSTN signal transduction during muscle development [30]. In addition, SP1 was identified as an over-represented motif in DE genes upregulated in WT at d35. *Sp1* was a DE gene and 1.29-fold upregulated in wild-type mice at d35. 

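For Sp1, a zinc-finger factor that binds GC boxes of many promoters, 1 of 3 probe sets was called at d35, 1.29-fold higher in wild-type (8.41, SD 0.223, against 8.05, SD 0.0995, on the log2 scale; standard error 0.0932, n = 5 pools per genotype; limma, q = 0.0352). The others were higher by 0.15 (q = 0.115) and 0.13 (q = 0.230). The call was lost in 6 of 15 alternative settings.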

The SP1 transcription factor was reported to play an important role in the transcriptional activity of genes [31] and induction of lipogenesis via FOXO1 [32]. Further, SP1 is known to be important in skeletal muscle proliferation through transcriptional regulation of fibroblast growth factor receptor 1 (FGFR1) [33,34], and differentiation by regulation of ERK5/Sp1/Klf [35].

An important unanswered question addressed in this study is how MSTN signals to all of the genes that it regulates. Besides SMAD3 and SP1, additional over-represented motifs were identified in DE genes between MSTN-null and wild-type mice. These results are important because they suggest novel transcriptional regulators that MSTN may signal through to directly or indirectly alter transcriptional regulation of genes within its signal transduction pathway. However, these sequence motifs have no known transcription factors that bind to them. It is possible that currently unknown sequence motifs could regulate MSTN-reactive genes at these sites. These results provide novel insights into possible mechanisms of transcriptional regulation in the context of MSTN signal transduction and indicate that there is still much to learn about MSTN signaling.

### Co-expression methods identified genes known to interact with myostatin as well as novel putative pathway components

Application of the RIF and PIF algorithms [11] to all genes in this dataset (over 34,000 annotated genes) allowed genes to be ranked as regulators, not just transcription factors. This allowed novel regulatory genes to be identified in this study. All PIF scores are provided in S8 Table. Genes with the 20 highest PIF scores at 13.5 d.p.c. 

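Ranked by the product of mean level and difference among the 598 probe sets with a q under 0.1, the phenotypic impact at 13.5 d.p.c. was highest for Klf7 (8.08), Csnk2a1 (6.29), Hnrnpu (5.48) and Smarca4 (5.39), genes of transcription, kinase signalling, RNA binding and chromatin (5 pools per genotype, mean level on the log2 scale times wild-type minus MSTN-null difference). The 20 highest also hold Malat1, Ago2, which carries small RNAs, Wnk1, a kinase that controls chloride transport, Sox11, a factor of neural progenitors, and Ccnd2, a cyclin. Of the 20 probe sets of Table 8, 1 is among these 20, and of its genes 2, as Malat1 enters through another probe set. Ranked by the squared mean level divided by 2 instead, in which the difference between genotypes plays no part, 9 of the 20 probe sets of Table 8 are among the first 20 of the 598. Many of them are abundant and differ little: Ewsr1, an RNA-binding protein, had a q of 0.148 and Pabpn1, which binds poly(A) tails, one of 0.136 (limma).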

(Table 8) were shown by DAVID analysis to be enriched for several RNA and protein modification terms, including protein acetylation, methylation, and RNA-binding (Benjamini p<0.05; S9 Table). Several cell cycle and cancer-related genes were also over represented. 

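Slow-fibre genes had the highest phenotypic impact at d35, computed as mean level times difference on the log2 scale: Myh7 (25.3), Myl2 (24.1), Tnnt1 (22.9) and Tnnc1 (21.9), all higher in wild-type. The abundant fast-fibre genes had small impacts of the opposite sign, such as Mybpc2 (-3.24) and Actn3 (-2.87). Myh4, the 2B myosin (-0.13, q = 0.0992), Mylpf, the fast regulatory light chain (-0.12, q = 0.107), and Tnnt3, fast troponin T (-0.16, q = 0.0905), were not called at a q of 0.05 (limma, n = 5 pools per genotype). Actc1 was called lower and Myh1 higher in wild-type. None of the 20 highest genes is in Table 9, and by the squared mean level divided by 2 14 of its 20 are among the first 20 of the 4196 probe sets with a q under 0.1, with Actn3 first (101).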

The highest PIF value genes from d35 (Table 9) appear to be related to fiber type changes between MSTN-null and wild-type mice (e.g., *Tpm1*, *Ckm*, *Mylpf*, *Actn3*, *Myh4*, *Tnnt3*, *Actc1*, *Myh1*, and *Tnni2*). A DAVID enrichment analysis of the top 20 PIF genes confirms that these genes are involved in a multitude of muscle-specific structural and metabolic functions consistent with fiber type changes that occur due to MSTN inactivation (S9 Table).

**Table 8:** Top 20 PIF at 13.5 d.p.c. *

ProbesetID	PIF Score	13.5 dpc q-value	Gene Symbol	Gene Description
1438009_at	90.96	0.0877	Hist1h2ab, Hist1h2ac, Hist1h2ad, Hist1h2ae, Hist1h2ag, Hist1h2ah, Hist1h2ai, Hist1h2an, Hist1h2ao, Hist1h2ap	histone cluster 1, H2ab, histone cluster 1, H2ac, histone cluster 1, H2ad, histone cluster 1, H2ae, histone cluster 1, H2ag, histone cluster 1, H2ah, histone cluster 1, H2ai, histone cluster 1, H2an, histone cluster 1, H2ao, histone cluster 1, H2ap
1455725_a_at	81.92	0.0527	Gm12657, Gm6749, Gm8029, H3f3a, H3f3b, H3f3c	predicted gene 12657, predicted pseudogene 6749, predicted gene 8029, H3 histone, family 3A, H3 histone, family 3B, H3 histone, family 3C
1420880_a_at	81.02	0.0911	Ywhab	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, beta polypeptide
1450849_at	76.60	0.0206	Hnrnpu	heterogeneous nuclear ribonucleoprotein U
1416365_at	75.60	0.0524	Hsp90ab1	heat shock protein 90 alpha (cytosolic), class B member 1
1451285_at	74.64	0.0783	Fus	fusion, derived from t(12;16) malignant liposarcoma (human)
1422848_a_at	72.85	0.0783	Pabpn1	poly(A) binding protein, nuclear 1
1437497_a_at	72.82	0.0295	Hsp90aa1	heat shock protein 90, alpha (cytosolic), class A member 1
1450740_a_at	70.22	0.0308	Mapre1	microtubule-associated protein, RP/EB family, member 1
1423667_at	69.78	0.0788	Mat2a	methionine adenosyltransferase II, alpha
1460339_at	69.52	0.0961	Psma4	proteasome (prosome, macropain) subunit, alpha type 4
1426407_at	68.61	0.0911	Celf1	CUGBP, Elav-like family member 1
1438390_s_at	67.97	0.0444	Pttg1	pituitary tumor-transforming gene 1
1438403_s_at	66.91	0.0487	Malat1	metastasis associated lung adenocarcinoma transcript 1 (non-coding RNA)
1420613_at	66.86	0.0519	Ptp4a2	protein tyrosine phosphatase 4a2
1448425_at	66.77	0.0420	Eif3a	eukaryotic translation initiation factor 3, subunit A
1436884_x_at	66.66	0.0980	Ewsr1	Ewing sarcoma breakpoint region 1
1455283_x_at	65.51	0.0719	Ndufs8	NADH dehydrogenase (ubiquinone) Fe-S protein 8
1453229_s_at	65.50	0.0914	Uqcrh	ubiquinol-cytochrome c reductase hinge protein
1455546_s_at	65.10	0.0652	Sf3a2	splicing factor 3a, subunit 2

* The top 20 PIF scores with a q-value < 0.10 are presented. For multiple probesetIDs with the same annotation, the probesetID with smallest q-value was saved.

**Table 9:** Top 20 PIF at d35*.

ProbesetID	PIF Score	d35 q-value	Gene Symbol	Gene Description
1423049_a_at	105.15	0.0584	Tpm1	tropomyosin 1, alpha
1417614_at	104.42	0.0645	Ckm	creatine kinase, muscle
1417653_at	101.76	0.0538	Pvalb	parvalbumin
1448371_at	101.03	0.0230	Mylpf	myosin light chain, phosphorylatable, fast skeletal muscle
1418677_at	100.56	0.0022	Actn3	actinin alpha 3
1427026_at	98.24	0.0298	Myh4	myosin, heavy polypeptide 4, skeletal muscle
1417951_at	96.84	0.0594	Eno3	enolase 3, beta muscle
1455736_at	96.20	0.0047	Mybpc2	myosin binding protein C, fast-type
1456588_x_at	96.03	0.0271	Cox5b LOC100046079	cytochrome c oxidase, subunit Vb, cytochrome c oxidase, subunit 5B, mitochondrial-like
1450118_a_at	94.88	0.0517	Tnnt3	troponin T3, skeletal, fast
1418373_at	94.26	0.0283	Pgam2	phosphoglycerate mutase 2
1415927_at	93.14	0.0122	Actc1	actin, alpha, cardiac muscle 1
1416624_a_at	92.19	0.0524	2810422J05Rik Uba52	RIKEN cDNA 2810422J05 gene, ubiquitin A-52 residue ribosomal protein fusion product 1
1417373_a_at	91.83	0.0255	Tuba4a	tubulin, alpha 4A
1419737_a_at	91.42	0.0102	Ldha	lactate dehydrogenase A
1418062_at	91.42	0.0121	Eef1a2	eukaryotic translation elongation factor 1 alpha 2
1460561_x_at	90.62	0.0041	Sepw1	selenoprotein W, muscle 1
1427868_x_at	90.48	0.0089	Myh1	myosin, heavy polypeptide 1, skeletal muscle, adult
1426143_at	90.05	0.0358	Trdn	triadin
1438609_x_at	90.02	0.0819	Tnni2	troponin I, skeletal, fast 2

*The top 20 PIF scores with a q-value < 0.10 are presented. For multiple probesetIDs with the same annotation, the probesetID with smallest q-value was saved.

Several known regulators of skeletal muscle growth were identified using the RIF method. Potentially novel regulators that fit closely with known MSTN functions were also identified. The following passages present several novel possibilities regarding regulation of MSTN signal transduction.

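Vdac1, the pore of the outer mitochondrial membrane, and Tmsb4x, which binds free actin, were among the abundant transcripts of whole embryos of 13.5 d.p.c. and did not differ between genotypes: Vdac1 was at 11.9 in both (difference -0.01 on the log2 scale; limma, q = 0.716, n = 5 pools each) and Tmsb4x at 13.6 in both (0.01, q = 0.717). The recomputed RIF2 Z of Vdac1 was -1.55 (rank 44446 of 45037) at the probe set the paper lists, 1 of 5. Its other probe sets ran from -0.865 (rank 37353) to 0.393 (rank 12970). Tmsb4x had a RIF2 Z of -0.950 (rank 38955). The paper lists Tmsb4x among its most negative RIF2 scores. Ranks here run from the most positive Z, so this rank lies toward the same end. The 243 called probe sets were the targets, with correlations over 5 pools.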

At 13.5 d.p.c., voltage-dependent anion channel 1 (*Vdac1*) and thymosin B4 (*Tmsb4x*) were identified among the top ten RIF2 scores. The *Vdac1* gene encodes a mitochondrial porin that appears to regulate mitochondrial function by regulating the metabolites and ions that can enter the mitochondria [36,37]. A recent study reports that treatment of HeLa cells with MSTN leads to increases in VDAC1-mediated apoptosis via BAX [38]. Interestingly, *Vdac1* knockout mice also have impaired exercise capacity and reduced glucose tolerance [36]. The *Tmsb4x* gene has been proposed to be involved in wound healing and muscle regeneration. Studies in C2C12 and satellite cell–derived primary myocytes and myoblasts indicate that *Tmsb4x* is more highly expressed at muscle wound sites and that it acts as a myoblast chemoattractant during muscle regeneration [39]. In the mdx mouse model of muscular dystrophy, chronic administration of TMSB4X was also found to increase the number of regenerating skeletal muscle fibers [40].

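Sox2, a factor of neural and pluripotent stem cells, was expressed in whole embryos of 13.5 d.p.c. (8.65 in wild-type and 8.49 in MSTN-null on the log2 scale, q = 0.297) and was near the bottom of the intensity range in pectoralis muscle at d35 (3.34 and 3.37, q = 0.495; limma, n = 5 pools per genotype). Its recomputed RIF1 Z was -0.383 at 13.5 d.p.c. (rank 23101 of 45037) and -0.421 at d35 (rank 30269), with ranks counted from the most positive Z. The paper's table lists Sox2 among its most negative RIF1 scores at d35. The Z here at d35 has the same sign but is far from that end.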

The *Sox2* gene was identified as a top-ten ranked RIF1 gene at 13.5 d.p.c. Several studies have documented the role of SOX2 in SMAD-mediated TGFβ signal transduction during embryonic development [41]. In addition, *Sox2* sustained expression is promoted by TGFβ signal transduction to promote embryonic stem cell self renewal [42]. Therefore, it is plausible that altered MSTN signal transduction, which acts through TGFβ, may impact SOX2 signal transduction and processes associated with stem cell renewal. Since whole embryos were used for 13.5 d.p.c., it is not possible to determine which tissues are actually affected.

At d35, *Apobec2* and *Mmp13* were identified as potential regulators based on high RIF2 and RIF1 scores, respectively. 

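Apobec2, a muscle protein of the cytidine deaminase family, was abundant in pectoralis muscle at d35 and not called (12.6 in wild-type and 12.8 in MSTN-null on the log2 scale, difference -0.13; limma, q = 0.233, n = 5 pools per genotype). At this probe set, the brighter of 2, it was high in the recomputed RIF2, with a Z of 2.19 (rank 248 of 45037). The other probe set had a Z of 1.08 (rank 7587). Mmp13, a collagenase, was near the lowest intensities (3.43 and 3.42, q = 0.587) and had a recomputed RIF1 Z of -0.343 (rank 28647, counted from the most positive Z). The paper lists Mmp13 among its most negative RIF1 scores. The Z here has the same sign but is far from that end.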

The APOBEC2 protein is an RNA-editing enzyme that is expressed almost exclusively in striated muscle and appears to be important in fiber type determination. Mouse knockouts of *Apobec2* tend to have a greater ratio of slow to fast twitch muscle, 15-20% reduction in body mass, and evidence of mild myopathy in aged mice [43]. Vonica et al. have defined the specific roles of APOBEC2 in right/left axis patterning in development, terminal differentiation of muscle, and inhibition of TGFβ signal transduction [44]. Based on studies in zebrafish, it has been suggested that APOBEC2 may mediate its effects in part by altering methylation patterns [44,45]. The role of MMP13 in skeletal muscle has been suggested to center around myoblast migration and differentiation during muscle regeneration. Pharmacological blockade of MMP13 in C2C12 cells leads to reduced myoblast migration and differentiation, whereas overexpression leads to improved myoblast migration. Expression of *Mmp13* appears to be increased during muscle repair as well as following myoblast fusion during myotube formation. Although its exact role is unknown, it has been suggested to alter extracellular matrix remodeling during muscle regeneration [46].

The identification of *Atp2a2* (a.k.a. *Serca2a*) as the top-ranked RIF2 gene at d35 is particularly noteworthy, because it was previously identified as a potential modifier of MSTN in a large F2 mouse study [47]. The ATP2A2 calcium pump affects sarcoplasmic reticulum function and muscle fiber type. Transgenic *Atp2a2* mice exhibit cardiac hypertrophy [47–50]. Furthermore, pharmacological inhibition of SMAD2 in cardiomyocytes indicates that TGFβ/SMAD2 signaling regulates ATP2A2 function [51]. Therefore, it is very plausible that MSTN may regulate ATP2A2 in skeletal muscle to mediate changes in muscle fiber type and size.

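Atp2a2, which encodes the calcium pump of slow fibres, was 3.74-fold higher in wild-type pectoralis muscle at d35 at the probe set with the largest difference (11.6, SD 0.205, against 9.69, SD 0.225, on the log2 scale; standard error 0.113, n = 5 pools per genotype; limma, q = 4.93e-06). Another 3 probe sets were called in the same direction (2.89-fold, 1.51-fold and 1.18-fold), and the last 2 were not (0.10, q = 0.197, and 0.03). Its fast-fibre counterpart Atp2a1 differed by -0.03. The paper proposes that myostatin may act through Atp2a2 on fibre type and size, and calls this very plausible. Its grounds are the RIF2 rank and an earlier mouse cross that named the gene a potential modifier of myostatin. It also cites the gene's effect on fibre type and reported control by TGF-beta signalling in heart muscle cells.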

Differentially hubbed genes that may act as regulators or key mediators in muscle and adipose development in the context of MSTN are listed in S1 Table. *Ctnna1* was identified as differentially hubbed at 13.5 d.p.c. despite not being DE, which indicates that MSTN may affect some regulators both directly and indirectly so as to cause or influence the differential expression of target genes. Similarly, *Bmp8b* was identified to have over 2,000 genes differentially hubbed in wild-type versus MSTN-null mice (Fig. 4). A recent report demonstrated that BMP8B directly regulates thermogenesis in brown adipose tissues [52], which indicates that MSTN may alter adipose metabolism through BMP8B. In addition, recent research identified a mutation in *Myl3* that can cause hypertrophic cardiomyopathy in infants [53]. 

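The brown fat list, which shares its function with Bmp8b, did not differ between genotypes at 13.5 d.p.c. (5 of 6 genes negative, median -0.05 on the log2 scale, camera adjusted p = 0.439, 5 pools per genotype), nor at 17.5 d.p.c. (3 of 6 positive, adjusted p = 0.296). White adipocyte genes were not called at these ages either (adjusted p = 0.0640 and 0.517). The samples were whole embryos and hindquarters, with no fat depot taken on its own, so these results cannot test a role of BMP8B in fat. In pectoralis muscle at d35 both lists were called higher in wild-type (camera adjusted p = 5.58e-06 for brown and 5.82e-09 for white). Both calls were lost with an estimated correlation. A larger log2 ratio of correlate counts than that of Bmp8b was found for very few probe sets, 99.99% of them lying below it. The paper proposes that myostatin may act on fat metabolism through BMP8B. Its grounds are the change in the number of correlates and the reported role of the protein in heat production.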

In our study, over 4,000 genes were differentially hubbed with *Myl3* in wild-type compared to MSTN-null mice. Interestingly, significant enrichment of biological pathways involved in muscle development and disease occurred only in wild-type mice (Table 7, adj.P, Benjamini < 0.1), which is consistent with previous findings that MSTN plays an important role in phenotypes such as muscle hypertrophy or disease caused by muscle dysfunction [54,55].

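For Myl3 the excess of correlates in wild-type, a log2 ratio of 2.18, was reached by 18 of 126 splits of the pools (exact p = 0.143, two-sided, n = 5 pools per genotype, highest other split 2.76). At its brightest probe set the counts were 5234 and 1213 (exact p = 0.0714) and at a dimmer one 3699 and 1399 (exact p = 0.135). With 4 pools on each side the log2 ratio was 0.47 without wild-type replicate 2 and at most 1.33 in the other refits. The paper relates the enrichment of muscle terms, found by it among wild-type correlates alone, to earlier findings on myostatin in muscle hypertrophy and disease.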

## Conclusions

Differentially expressed genes were identified between wild-type and MSTN-null mice during primary myogenesis and postnatal muscle growth, but not during secondary myogenesis. In addition, co-expression analyses identified several known and novel regulators or pathway effectors of myostatin. Regulators with known roles in muscle growth, TGFβ signaling, and mitochondrial function were identified by the RIF method. Another important finding was that genes not DE or a priori considered regulators were identified as important in differentiating wild-type and MSTN-null mice. These potential regulators would not have been identified if analyses had been limited to considering only transcription factors as regulators. Furthermore, motif enrichment analyses identified several transcription factor binding sites in genes differentially expressed due to Mstn genotype. This study demonstrates that all genes must be considered as potential regulators when trying to identify critical control points of pathway circuitry.

## Supporting Information

S1 File Supporting figures. Figure A in S1 File. Over-represented motifs in genes upregulated in WT at d35. Figure B in S1 File. Over-represented motifs in genes upregulated in MSTN-null at d35.
(PDF) Click here for additional data file.

S1 Table Results of microarray analysis. (XLSX) Click here for additional data file.

S2 Table Results of DAVID analysis from DE genes at 13.5 d.p.c. and d35. (XLSX) Click here for additional data file.

S3 Table Results of pathway analysis from DE genes at 13.5 d.p.c. and d35. (XLSX) Click here for additional data file.

S4 Table Results of the RIF analysis (Zscore). (XLSX) Click here for additional data file.

S5 Table Over-represented KEGG terms for genes highly correlated with *Tnni2* at d35. (XLSX) Click here for additional data file.

S6 Table Results of differential hubbing. (XLSX) Click here for additional data file.

S7 Table Data for Fig. 5. (XLSX) Click here for additional data file.

S8 Table Results of the PIF analysis. (XLSX) Click here for additional data file.

S9 Table DAVID enrichment of extreme PIF values. (XLSX) Click here for additional data file.

# Supplementary material for: Gene Co-Expression Network Analysis Provides Novel Insights into Myostatin Regulation at Three Different Mouse Developmental Timepoints
**Source:** PLoS One. 2015 Feb 19;10(2):e0117607. doi: 10.1371/journal.pone.0117607
**Supplement:** S1 File — Over-represented motifs in genes upregulated in WT at d35. Figure B in S1 File. Over-represented motifs in genes upregulated in MSTN-null at d35.

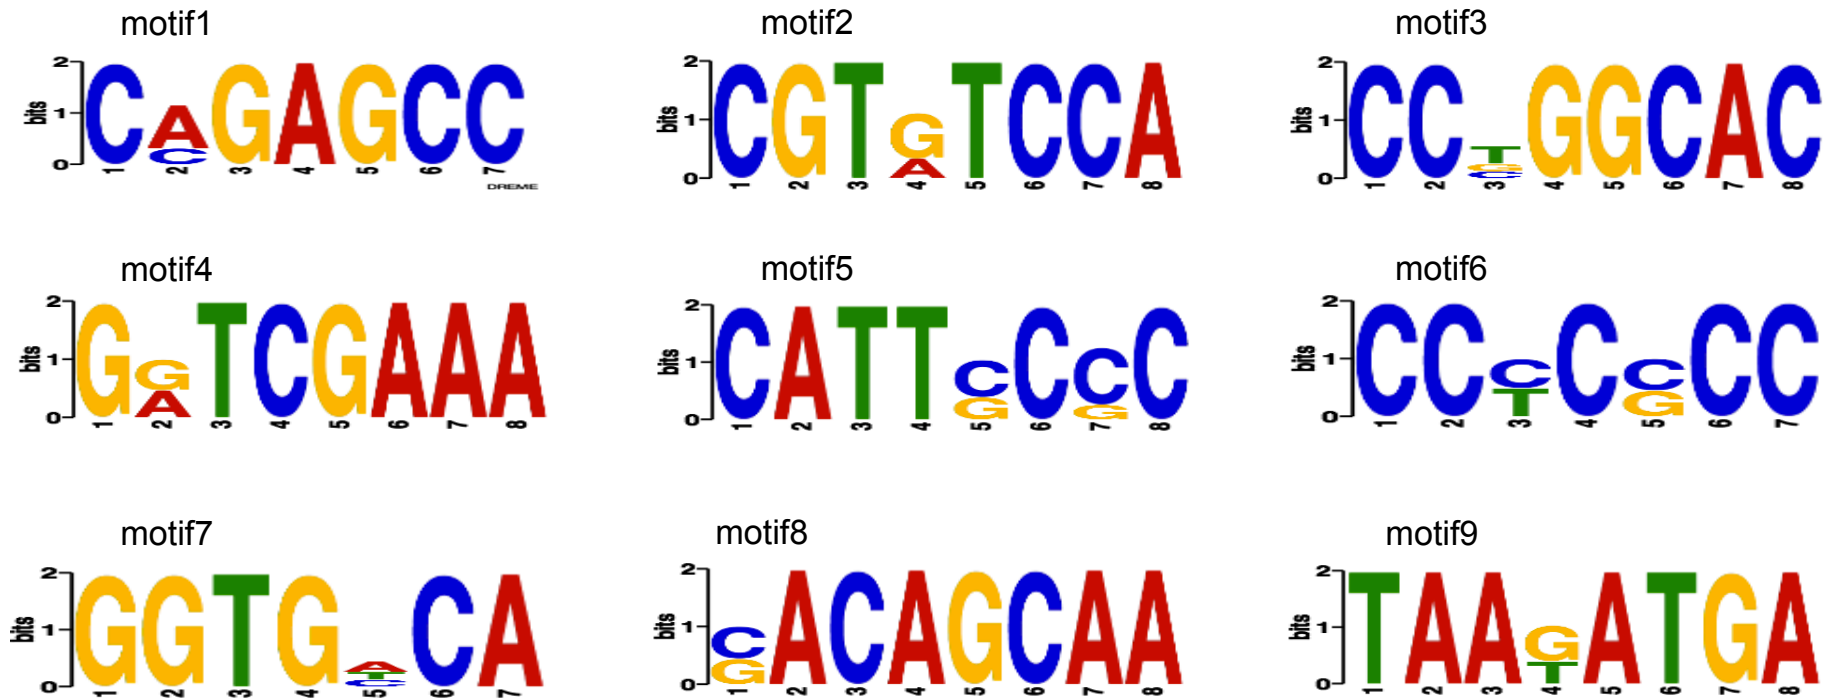

| Motif# | Sequence(IUPAC) | TOMTOM              |
|--------|-----------------|---------------------|
| 1      | CMGAGCC         |                     |
| 2      | CGTGTCCA        |                     |
| 3      | CCBGGCAC        |                     |
| 4      | GRTCGAAA        |                     |
| 5      | CATTSCSC        |                     |
| 6      | CCYCSCC         | Zfp281_primary, SP1 |
| 7      | GGTGHCA         |                     |
| 8      | SACAGCAA        |                     |
| 9      | TAAKATGA        |                     |

Over-represented motifs in genes upregulated by myostatin on d35

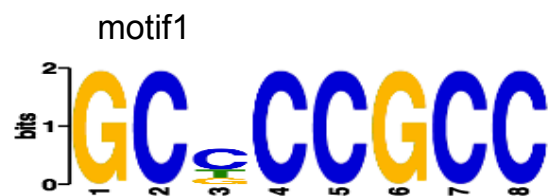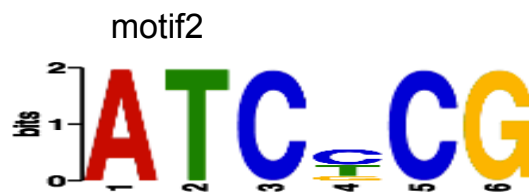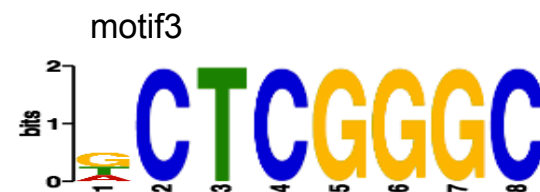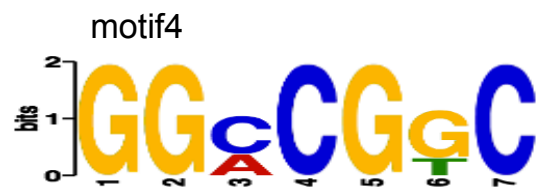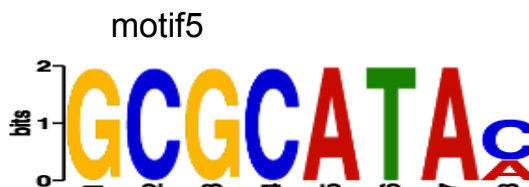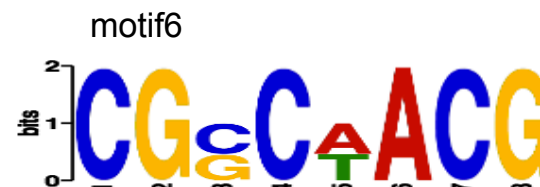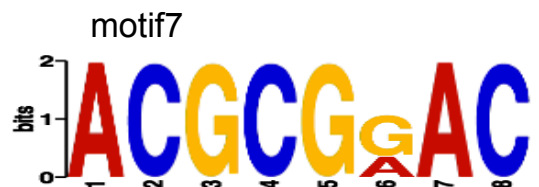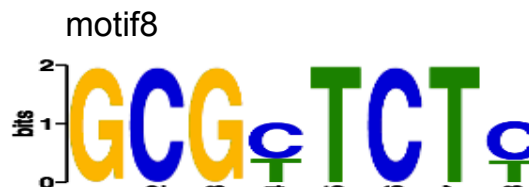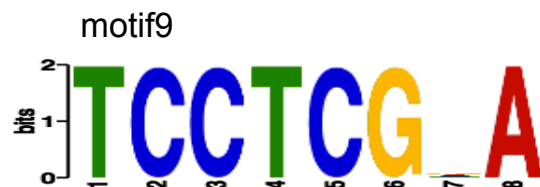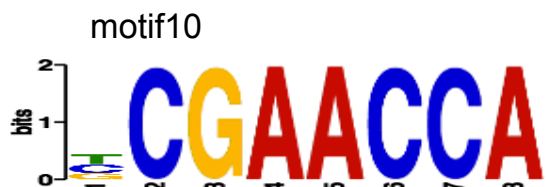

| Motif# | Sequence(IUPAC) | TOMTOM                      |
|--------|-----------------|-----------------------------|
| 1      | GCBCCGCC        | Smad3_secondary, CHA4, Klf4 |
| 2      | ATCBCG          |                             |
| 3      | DCTCGGGC        |                             |
| 4      | GGMCGKC         |                             |
| 5      | GCGCATAM        |                             |
| 6      | CGSCWACG        |                             |
| 7      | ACGCGRAC        |                             |
| 8      | GCGYTCTY        |                             |
| 9      | TCCTCGNA        |                             |
| 10     | BCGAACCA        |                             |

Over-represented motifs in genes downregulated by myostatin on d35

How the deposited data were processed for this re-analysis (not part of the article)

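Whole embryos of 13.5 d.p.c., hindquarters at 17.5 d.p.c. and pectoralis muscle at d35 were compared between wild-type and MSTN-null mice. At each of the 3 time points there were 5 pools per genotype, each of RNA from 3 animals (15 animals per genotype and time point), and each pool was hybridized to both chips of the MOE430 set, which gives 60 arrays. The authors processed the arrays with RMA in the R package affy (version not given), and the deposited values of both chips are log2 intensities, here from 2.78 to 15.3. The quartiles of the arrays of a chip match closely within a time point and differ between time points. Genotype differences were therefore taken within a time point and chip. Rankings by level or impact, and the brightest probe set of a gene, were taken over both chips. The test of stage compared ranks between 13.5 and 17.5 d.p.c. Array medians were 8.05 to 8.09, 7.78 to 7.86 and 6.88 to 6.94 on chip A and 7.04 to 7.10, 6.89 to 6.91 and 6.16 to 6.20 on chip B at 13.5 d.p.c., 17.5 d.p.c. and d35. Intensities are not counts, so precision is set by the spread between pools, whose median SD was 0.077, 0.131 and 0.0993 on the log2 scale.

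Each array was assigned to its chip, time point, genotype and replicate from its title. The chips of a pool were joined by the replicate number, and the array of chip A closest in profile to an array of chip B over the shared probe sets was its own partner for 8, 9 and 10 of 10 pools. No pair of arrays was identical (0 pairs). The 22690 probe sets of chip A and 22575 of chip B each include 64 controls, which were left out, and 100 probe sets on both chips were taken from chip A, which leaves 45037. The platform annotation gives 1 gene symbol for 34945 of them, several for 932 and none for 9160, and covers 18193 genes. Symbols were matched by gene ID to the mouse reference annotation for 34741. Mstn and Ucp2 are named by no probe set and were not analysed here.

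Wild-type was compared with MSTN-null at each time point by limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8, and Storey q-values with a threshold of 0.05 (lambda from 0.05 to 0.95 in steps of 0.05). Differences are wild-type minus MSTN-null, and confidence intervals are at 95%. The pipeline was tested on simulated data: of 50 probe sets changed by 1.25-fold, 84%, 26% and 64% were recovered at 13.5 d.p.c., 17.5 d.p.c. and d35, and of those changed by 2-fold, 100%, 96% and 98%. The difference between time points was tested as an interaction in a limma fit of all 30 pools. Text about single genes covers genes the paper names, the 10 probe sets with the largest change in each direction among those called and separated between genotypes, up to 4 called members of each list and, at a time point with no call, the 3 with the smallest p in each direction, in all 657 entries of gene, probe set and time point. Values in the paper's tables had been seen when this rule was written.

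The 40 gene lists hold 584 genes, 539 of them measured. The 32 written for this work cover slow-twitch, fast-twitch, embryonic and myogenic muscle genes, calcium handling, fatty acid oxidation, respiratory chain, citric acid cycle, glycolysis, white and brown adipocytes, B cells, T cells, macrophages, erythroid, liver, neuronal, Schwann, endothelial, fibroblast, cartilage, epithelial and smooth muscle genes, the WNT, TGF-beta and IGF pathways, splicing, chromatin, ribosomal, cell cycle, immediate early and sex-linked genes, and 8 hold neighbors from the paper's networks. They were tested with camera at its preset correlation of 0.01 and with an estimated one, and with fry, and the p-values were adjusted by Benjamini-Hochberg over 120 tests each. Regulatory impact factors (RIF1 and RIF2) were computed for every probe set with the called ones as targets, and the phenotypic impact factor (PIF) as mean level times difference. Correlates are probe sets with an absolute Pearson r of at least 0.9 over the 5 pools of a genotype. PCIT was not run. Counts of correlates were compared by an exact test over the 126 splits of the pools, after centring within genotype. When a pool was left out, counts over 4 pools were used in both genotypes. Genes beside Mstn, 100 measured genes on each side, were tested by Fisher's exact test. Figures were drawn with Python 3.11.15.

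Alternatives covered the adjustment of p-values, each chip on its own, dim probe sets, further normalization, moderation of the variance, a single fit, replicate numbers as blocks, 1 probe set per gene, the thresholds of the correlate counts, the definitions of RIF and PIF, and each pool left out in turn. Motif and ontology enrichment were not repeated, as no genome sequence or ontology was at hand. The supplementary tables S1, S4, S6, S7 and S8 were held only in part and were not used for overlap tests. A few entries of the paper's tables are not reported here.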

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

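Of the tests below, the look at the other probe sets of Klf7 and Fam126b, the fit with the actin covariate and the look at single pools behind the correlates of Myl3 were chosen only after the result was seen.

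A few arrays and list levels lay far from the others of their group, measured by the gap to the nearest pool divided by the range over 5 pools (critical ratio 0.71, beyond which chance puts about 1 group in 20). Among 48 groups of array measures 4 were beyond it: the median of chip A in wild-type pool 4 at d35 (ratio 0.932; 6.94 against 6.89 in the others), the median correlation with other arrays of chip A in wild-type pool 2 at d35 (0.717; 0.986 against 0.992 to 0.995), that of chip B in wild-type pool 1 at 17.5 d.p.c. (0.966; 0.952 against 0.992 to 0.994) and the actin 3' minus 5' difference of chip B in MSTN-null pool 4 at 13.5 d.p.c. (0.723). Among 240 groups of list levels 11 were: at 13.5 d.p.c. myogenic regulators in MSTN-null pool 4 (0.769), fatty acid oxidation in wild-type pool 2 (0.712), brown adipocyte genes in wild-type pool 4 (0.822), the TGF-beta list in MSTN-null pool 2 (0.839) and the IGF list in MSTN-null pool 4 (0.774), at 17.5 d.p.c. white adipocyte genes in MSTN-null pool 1 (0.805) and wild-type pool 3 (0.843), liver genes in MSTN-null pool 5 (0.773) and chromatin regulators in MSTN-null pool 4 (0.738), and at d35 smooth muscle genes in MSTN-null pool 4 (0.904) and sex-linked genes in wild-type pool 2 (0.780). For the named genes 86 of 1314 groups were beyond the ratio, most often, 10 times, through wild-type pool 1 at 17.5 d.p.c., against 1 to 6 times through each other pool.

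The genotype difference was not the same at all ages. It differed between d35 and 13.5 d.p.c. for 526 probe sets and between d35 and 17.5 d.p.c. for 322, in a limma fit with an interaction term. As list levels, the wild-type minus MSTN-null difference was larger at d35 than at 13.5 d.p.c. by 1.47 for slow-twitch, 0.42 for fatty acid oxidation, 0.72 for white adipocyte, 0.70 for brown adipocyte, 0.28 for Schwann cell and 0.21 for endothelial genes, and by 1.90, 1.00, 0.45 and 0.24 for the GATA5, MEF2C, UCP2 and WNT4 lists of the study. Against 17.5 d.p.c. the gains were 1.40 for slow-twitch, 0.27 for fatty acid oxidation, 0.72 for white adipocyte, 0.61 for brown adipocyte and 0.17 for endothelial genes, and 1.68, 0.88 and 0.23 for the GATA5, MEF2C and WNT4 lists. One probe set of Fam126b gained 0.74 from 13.5 d.p.c. to d35. Age and tissue change together, so neither can be named as the reason.

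At 17.5 d.p.c., where no probe set was called, 9 gene lists were called by camera at the preset correlation and 0 at the estimated one.

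A first pattern is that Klf7 and Fam126b, which have some of the smallest q at 13.5 d.p.c., lie near Mstn on chromosome 1, as do Ppil3 and Nif3l1, which are called too. The genes beside Mstn were not called more often than others at this age by their brightest probe sets (odds ratio 1.55, 1 of 200 against 58 of 17993 genes, Fisher's exact p = 0.480), a test that leaves out the called probe sets of Klf7 and Fam126b, nor by the probe set of smallest p (1.87, 4 of 200 against 194, Fisher's exact p = 0.174), though 32 of the 200 against 1796 of the others had an unadjusted p under 0.05, while called probe sets beside Mstn had the same sign at all ages in 12 of 33 cases (36.4%) against 27.9% elsewhere (Fisher's exact p = 0.328), so that sequence of the donor strain kept around the allele cannot be told apart from other reasons. None of 9 tests of the other probe sets of Klf7 and Fam126b was called in the same direction (0), as would be seen if a few probes matched 1 strain's sequence less well, which may contribute for Klf7, whose called probe set was also higher in wild-type at 17.5 d.p.c. (0.58, not called) and d35 (0.75, q = 0.00486). For Fam126b a fixed mismatch is less plausible, as its called probe set differed by -0.62 at 17.5 d.p.c. (not called) but by 0.09 at d35 (q = 0.494), where 2 of its other probe sets were called higher (0.74, q = 0.00666, and 0.26, q = 0.0438). With replicate numbers as a block, the genes beside Mstn were called more often at 13.5 d.p.c. (odds ratio 6.67, Fisher's exact test, adjusted p = 0.0374). Only 1 of 10 pools resembles its own number most at this age, though. An effect of myostatin on Klf7, Fam126b, Ppil3 and Nif3l1 stays open, and the strains' sequences were not at hand.

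A second pattern is the excess of Myl3 correlates in wild-type at d35 (log2 ratio 2.18). The median ratio of all probe sets was 0.05, which argues against an excess shared by all, while a ratio above 1.67, the upper limit of their central 95%, shows little, as the paper presents Myl3 as an extreme case in these same pools. Chance cannot be excluded, as 18 of 126 splits of the pools reach the ratio (highest other 2.76). A single pool may carry it: over 4 pools the count was 5376 without wild-type replicate 2 and 8770 to 9393 without another wild-type pool, and the lowest was 1.39 times the mean MSTN-null count of 3878. Lymph node or other immune tissue dissected with wild-type pools 2 and 3 is a candidate source, since B cell genes are overrepresented among the correlates (adjusted p = 1.72e-07, Fisher's exact test), and a change of immune cells in the muscle itself stays open, as does RNA quality, since the same pools had the highest actin 3' minus 5' values at d35 (0.579 and 0.309 on chip A, against at most 0.226 in the other wild-type pools).

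The last pattern is that 95.1% of the calls at 13.5 d.p.c. are higher in wild-type. The share was 93.9% after median centring and 94.0% after a further quantile normalization, which argues against the scale of the arrays, and chance can be excluded for the number of calls (243, against at most 1 in the other splits of 100, so that 1 of 100 reached it). A difference in RNA integrity may contribute, though the measures are mixed: the actin 3' minus 5' value of chip B differed by -0.0948 without overlap, that of chip A by -0.138 with overlap (exact p = 0.0159) and that of Gapdh overlapped on both chips (exact p = 0.262 and 0.143), and with the mean over both chips as a covariate the median difference of the calls went from 0.31 to 0.13, 221 of 243 kept their sign and 1 probe set was called, though the covariate nearly coincides with genotype and so takes its effect and precision away with it. A difference in stage cannot be told apart from genotype, since 191 of 231 calls higher in wild-type (82.7%, against 50.5% of all probe sets) have a lower rank at 17.5 d.p.c. and the genotype difference correlates across probe sets with the rank change at -0.153, but the tissue differs between these ages. Another share of a cell type cannot be told apart either: the smallest adjusted p of 14 cell type lists with an estimated correlation was 0.453, in a test that called 0 of all 120 lists and so had little chance to call one, while the preset correlation called 1 list higher and 3 lower.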

How the results depend on the processing

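Chosen after the values were seen were the actin 3' minus 5' difference and the liver list level as covariates, the omission of wild-type pools 2 and 3 together, ordinary t tests and each chip on its own for the q of Tables 8 and 9, and that correlate counts with a pool left out use 4 pools in both genotypes was decided then too. All other alternatives, like the gene lists and thresholds, were fixed before the data were examined. Where no cause is given, it was not tested.

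Of 289 alternative values of counts, shares and ratios 197 were the same by the limits set (a count within 1.5 times), 76 moved, 7 changed sign or side, 3 became stronger and 6 weaker. Of 2155 for gene lists 1809 stayed, 148 moved, 58 became stronger, 139 weaker and 1 reversed, and of 9855 for named genes 9068 stayed, 181 moved, 66 became stronger, 540 weaker and 0 reversed.

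The number of calls at 13.5 d.p.c. (243) was 159 with Benjamini-Hochberg, 148 with median centring, 0 with all 30 pools in one fit, 0 with ordinary t tests, 14 with one probe set per gene, the brightest, and 1 with the actin covariate, and from 1 (without wild-type replicate 1) to 479 (without wild-type replicate 5) with a pool left out. At 17.5 d.p.c. it was 14 in place of 0 with all 30 pools in one fit, and 0 with every other. At d35 (2062) it was 1324 with Benjamini-Hochberg, 1348 with one probe set per gene, 788 with ordinary t tests (729 of them among the 2062), 638 without wild-type pools 2 and 3, of which 571 are among the 2062, and 777 (without wild-type replicate 3) to 2003 (without wild-type replicate 4) with a pool left out. Fewer pools give a less precise fit by construction. Replicate numbers as a block (1, 6 and 1 of 10 pools resemble most their own number at 13.5 d.p.c., 17.5 d.p.c. and d35) gave 204 calls at 13.5 d.p.c. (162 of them among the 243), 0 at 17.5 d.p.c. and 1854 at d35.

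The share of calls higher in wild-type at 13.5 d.p.c. (95.1%) was 90.9% to 100% with a pool left out and 0% with the actin covariate, where the share is that of a single call. At d35 (54.6%) it was below an even split with quantile normalization again (49.8%) without MSTN-null replicate 1 (48.4%) and with ordinary t tests (46.6%), reached 59.3% at most with a pool left out, and was 51.1% with dim probe sets left out, 57.7% with the replicate block and 63.6% without wild-type pools 2 and 3.

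Of the named genes 147 calls became 82 (without wild-type replicate 1) to 143 (without wild-type replicate 5) with a pool left out. Camera called 42 of 120 list tests at the preset correlation, 0 with the estimated correlation and 14 with fry. One alternative turned the direction of a called list: liver genes, 17.5 d.p.c., with the list's own level as a covariate (adjusted p 2.12e-07 before and, with the sign of the direction, -0.808 after), as that removes the list.

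The correlation of RIF1 and RIF2 at 13.5 d.p.c. (0.477) was 0.079 with all probe sets as targets, 0.105 with the regulator's own level and difference as the weight, and 0.292 (without wild-type replicate 5) to 0.569 (without wild-type replicate 2) with a pool left out. At d35 (0.103) it was 0.386, 0.227 and, with PIF as mean level times absolute difference, 0.644, and it ran from -0.0924 (without wild-type replicate 2) to 0.191 (without wild-type replicate 3). Of the paper's 20 probe sets of highest PIF, 1 (13.5 d.p.c.) and 0 (d35) are among the first 20 here, against 9 and 14 by the squared mean level divided by 2, 9 and 12 with levels on the linear scale, and 1 to 2 at 13.5 d.p.c. with a pool left out.

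For the log2 ratio of correlate counts, Ctnna1 (0.24) changed sign at 2 of its other probe sets (-0.0209 and -0.42), with quantile normalization again (-0.21) and over 4 pools, where it ran from -0.51 (without wild-type replicate 3) to 0.21 (without wild-type replicate 1). Bmp8b (1.94) was -0.0582 at its other probe set and 0.15 (without wild-type replicate 3) to 1.15 (without wild-type replicate 1) over 4 pools. The share of Myl3 correlates lower in wild-type (43.4%) was 36.8% with an absolute r of at least 0.95, 41.3% with dim probe sets left out, 40.1% with median centring and up to 50.8% (without wild-type replicate 2).

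Beside Mstn the odds ratio at 13.5 d.p.c. (1.55) was 0.772 with 200 genes on each side, 6.67 with the replicate block (adjusted p = 0.0374, Fisher's exact test) and 0 to 15.1 (without MSTN-null replicate 4) with a pool left out. At d35 (1.67, adjusted p = 0.146) it was 1.69 with 200 genes on each side (adjusted p = 0.0110) and 1.77 with the block (adjusted p = 0.0396), so both alternatives pass the threshold. No value can be given at 13.5 d.p.c. without wild-type replicate 1, as no gene of the test is called. The interaction of genotype with age gave 2 probe sets with quantile normalization again and 69 with the replicate block between 17.5 and 13.5 d.p.c. (0), and 562 with the block between d35 and 17.5 d.p.c. (322).

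Low intensities limit what a difference can show: leaving out dim probe sets gave 290 calls at 13.5 d.p.c., 0 at 17.5 d.p.c. and 2550 at d35, with fewer probe sets tested.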

Differences from the paper's values

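The alternatives named in this part were set before the data were examined, except the setting of each chip on its own for the q of Tables 8 and 9, which was added after looking at the values.

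The paper's correlation of RIF1 and RIF2 is -0.09 at 13.5 d.p.c. against 0.477 here, and 0.45 at d35 against 0.103 here. At d35 all probe sets as targets (0.386) come within the limits set, and no other alternative does at either age. The paper gives 1 correlate of Ctnna1 in wild-type at 13.5 d.p.c. against 3213 here, and none of the alternatives run (an absolute r of at least 0.95, the other probe sets, dim probe sets left out, quantile normalization again, and each pool left out) brings it within. The paper kept only correlations found significant by PCIT, which was not run here. Whether that step accounts for the gap was not tested. The paper's q of Plagl1 at d35 is 0.01 against 0.0151 here, and only quantile normalization again brings it within.

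For RIF1 at 13.5 d.p.c. the paper's Z and then the value here are 10.09 against -0.866 for Rps29, 8.25 against -0.858 for Beta-s, 7.81 against -0.466 for Rpl6, 7.74 against -0.612 for Ppia, -2.50 against -1.07 for Tnp1, -2.50 against 0.292 for Amy2a1, -2.49 against -0.849 for Lce1l, -2.45 against 0.0447 for March-2, -2.44 against -0.152 for Kif20b, 7.00 against -0.321 for Cox6b1, 6.14 against -0.656 for Rpl13a, 4.01 against -0.989 for Atp5a1, 3.33 against 0.130 for Vdac1, 3.25 against -0.864 for Psmc6, 0.39 against -0.587 for Gm11478, 6.90 against -1.04 for Rps6, 7.41 against 1.58 for Gm10420 and 6.79 against -0.704 for Tmsb4x. Without wild-type replicate 1 and without wild-type replicate 3, 1 of the 18 comes within each time, and none with the other alternatives. For RIF2 at 13.5 d.p.c. they are -5.42 against -0.845 for Rps29, 2.05 against -0.263 for Beta-s, -1.54 against -0.530 for Rpl6, -0.36 against 0.238 for Ppia, 0.23 against -0.618 for Tnp1, 0.24 against 2.49 for Amy2a1, 0.21 against -0.710 for March-2, 0.00 against -0.393 for Kif20b, 5.79 against 0.340 for Cox6b1, 5.37 against 0.752 for Rpl13a, 5.30 against -0.139 for Atp5a1, 5.13 against -1.55 for Vdac1, 5.00 against -0.785 for Psmc6, -13.49 against -1.01 for Gm11478, -8.12 against -0.701 for Rps6, -7.49 against 1.04 for Gm10420 and -5.50 against -0.950 for Tmsb4x. Of these 17, 4 come within with all probe sets as targets, 1 with the regulator's own level and difference as the weight, 1 without wild-type replicate 1, 1 without replicate 2, 2 without replicate 4 and 2 without replicate 5, and none with the others.

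For RIF1 at d35 the paper's Z and the value here are 11.24 against 0.571 for Tnni2, 10.01 against 0.418 for Tpm1, 9.46 against 2.23 for Mdh2, 9.38 against -1.70 for Aldoa, 9.32 against -1.01 for Beta-s, -2.11 against -0.489 for Pcdh8, -2.08 against -0.586 for March2, -2.07 against -0.255 for Uap1, -2.07 against -0.421 for Sox2, -2.03 against -0.343 for Mmp13, 4.1 against -0.996 for Atp2a2, 2.41 against -1.05 for Tnnt1, 5.34 against -0.258 for Cisd1, 6.21 against 0.447 for Apobec2, 2.6 against 0.0549 for Atp6v1g1, 5.27 against 0.283 for Gm10420, 4.78 against -1.86 for Des, 4.8 against -0.0891 for Gm11362 and 1.96 against -0.219 for Lyrm5. With PIF as mean level times absolute difference 1 of the 19 comes within, and none with the others. For RIF2 at d35 they are 7.84 against 1.51 for Atp2a2, 7.74 against 1.96 for Tnni2, 7.00 against 1.75 for Tnnt1, 6.72 against 1.99 for Cisd1, 6.66 against 2.19 for Apobec2, -4.1 against -2.04 for Atp6v1g1, -3.76 against -1.54 for Gm10420, -3.43 against -0.579 for Des, -3.32 against -1.45 for Gm11362 and -3.17 against -2.34 for Lyrm5. With the regulator's own level and difference as the weight 5 of the 10 come within, and none with the others. The second score printed beside RIF1 at d35 in Table 5 was left out of the comparison, because 5 of 5 values held elsewhere equal the paper's scores of 13.5 d.p.c. and 0 of 5 those of d35.

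For PIF at 13.5 d.p.c. the paper's value and the value here, mean level times difference, are 90.96 against 1.84 for Hist1h2ab, 81.92 against 1.61 for Gm12657, 81.02 against 1.38 for Ywhab, 76.60 against 5.48 for Hnrnpu, 75.60 against 2.71 for Hsp90ab1, 72.85 against 1.87 for Pabpn1, 72.82 against 3.42 for Hsp90aa1, 70.22 against 1.63 for Mapre1, 69.78 against 2.65 for Mat2a, 69.52 against 4.30 for Psma4, 68.61 against 1.65 for Celf1, 67.97 against -3.41 for Pttg1, 66.91 against 3.98 for Malat1, 66.86 against 2.33 for Ptp4a2, 66.77 against 2.40 for Eif3a, 66.66 against 1.84 for Ewsr1, 65.51 against -1.51 for Ndufs8, 65.50 against -1.62 for Uqcrh and 65.10 against 1.49 for Sf3a2. For PIF at d35 they are 105.15 against -1.48 for Tpm1, 104.42 against -1.22 for Ckm, 101.76 against -1.78 for Pvalb, 101.03 against -1.71 for Mylpf, 100.56 against -2.87 for Actn3, 98.24 against -1.82 for Myh4, 96.84 against -1.37 for Eno3, 96.20 against -3.24 for Mybpc2, 96.03 against 1.97 for Cox5b LOC100046079, 94.88 against -2.16 for Tnnt3, 94.26 against -2.09 for Pgam2, 93.14 against -4.67 for Actc1, 91.83 against -1.94 for Tuba4a, 91.42 against -1.92 for Ldha, 91.42 against -2.08 for Eef1a2, 90.62 against -2.69 for Sepw1, 90.48 against 2.76 for Myh1, 90.05 against -2.16 for Trdn and 90.02 against -2.01 for Tnni2. By the squared mean level divided by 2 all 19 and 19 come within, and none on the linear scale or with a pool left out.

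For the q of Table 8 at 13.5 d.p.c. the paper's value and the value here are 0.0877 against 0.170 for Hist1h2ab, 0.0527 against 0.155 for Gm12657, 0.0911 against 0.223 for Ywhab, 0.0783 against 0.136 for Pabpn1, 0.0308 against 0.100 for Mapre1, 0.0911 against 0.159 for Celf1, 0.0980 against 0.148 for Ewsr1, 0.0719 against 0.153 for Ndufs8, 0.0914 against 0.157 for Uqcrh and 0.0652 against 0.1501 for Sf3a2. Of these 10, all come within with eBayes with trend and robust, 6 with each chip on its own, 4 without wild-type replicate 5 and 2 without MSTN-null replicate 2, and none with the other alternatives. Over all 42 q compared at this age, though, 23 differ with trend and robust against 10 in the fit used here, and with each chip on its own 5 of 39 do. For the q of Table 9 at d35 they are 0.0584 against 0.166 for Tpm1, 0.0645 against 0.213 for Ckm, 0.0538 against 0.124 for Pvalb, 0.0230 against 0.107 for Mylpf, 0.0022 against 0.0166 for Actn3, 0.0298 against 0.0992 for Myh4, 0.0594 against 0.174 for Eno3, 0.0047 against 0.0140 for Mybpc2, 0.0271 against 0.0824 for Cox5b LOC100046079, 0.0517 against 0.0905 for Tnnt3, 0.0283 against 0.0747 for Pgam2, 0.0255 against 0.0802 for Tuba4a, 0.0102 against 0.0650 for Ldha, 0.0121 against 0.0561 for Eef1a2, 0.0041 against 0.0210 for Sepw1, 0.0089 against 0.0272 for Myh1 and 0.0358 against 0.0731 for Trdn. Of these 17, 2 come within with quantile normalization again, 1 with median centring, 1 without wild-type replicate 4 and 1 without wild-type replicate 5, and none with the others. Of 19 values of Table 8 also held in the first part of S1 Table, 1 is equal there within 5%, and of 2 of Table 9, 0.

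The counts of called genes in the paper lie within the limits of the counts of called probe sets here, at the paper's threshold: 283 (266 and 17) at 13.5 d.p.c. and 2034 (1106 and 928) at d35 in the paper against 243 (231 and 12) and 2062 (1126 and 936) probe sets here, which belong to 198 and 1482 genes. With each chip on its own they are 283 (266 and 17) and 2060 (1121 and 939). The fold changes of Tables 1 and 2 do not differ.

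The paper states that the wild-type correlates of Myl3 are almost always downregulated and the MSTN-null ones almost all upregulated, without saying against which genotype. Here 43.4% of the former and 57.04% of the latter are lower in wild-type, which is near an even split whichever genotype is meant. It names Sox2 among the first scores at 13.5 d.p.c. in the text and lists it among the most negative RIF1 scores at d35 in Table 5. Here the gene is far from either end at both ages (rank 23101 and 30269 of 45037, counted from the most positive Z). Tnni2, named for both scores at d35, has rank 12024 for RIF1 and 866 for RIF2 here. The paper lists Tpm1, Mylpf, Actn3 and Myh4 among the genes of highest phenotypic impact at d35. It states that its highest genes appear related to changes of fibre type. By mean level times difference, slow-fibre genes come first here (Myh7, 25.3).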

Other observations

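Of the tests in this part, only the omission of wild-type pools 2 and 3 at d35 was chosen after the result was seen.

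Other cell types differed at d35 as groups. Endothelial genes were higher in wild-type in 12 of 12, with Vwf (1.34-fold), Tie1 (1.29-fold), Tek (1.25-fold) and Kdr called and 7 called adjusted over the list alone (camera adjusted p = 1.47e-06, and 0.168 with an estimated correlation). Schwann cell genes were higher in 5 of 5, with S100b called (1.17-fold) and Mbp (0.56) and Pmp22 (0.38) adjusted over the list alone (0.0297, and 0.311 with an estimated correlation). Fibroblast and matrix genes (12 of 14 positive, Fn1 1.36-fold; 0.0113, and 0.723 with an estimated correlation), immediate early and heat shock genes (13 of 15 positive, median 0.23, none called; 0.00263, and 0.582 with an estimated correlation), splicing genes (30 of 41 positive; 0.0165, and 0.723 with an estimated correlation) and chromatin regulators (33 of 40 positive, Baz1b 0.26 on the log2 scale; 0.000111, and 0.479 with an estimated correlation) were called too, and of all these only the endothelial list was still called with wild-type pools 2 and 3 left out (adjusted p = 5.55e-07, against 0.054 to 0.507 for the others). The Mir29b1 list of the study was also higher at d35 (5 of 5 positive, camera adjusted p = 0.00852, and 0.168 with an estimated correlation). It was not called with wild-type pools 2 and 3 left out (adjusted p = 0.071), nor with the probe set of smallest p for each gene.

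Of the sex-linked genes, Xist was higher in wild-type at d35 (0.50, q = 0.0499) and Eif2s3y lower (-0.78, q = 0.0353), while Kdm5d and Uty were not called. The list was not called either (camera adjusted p = 0.757). A difference in sex would move Xist and the Y-linked genes in opposite directions, so this directional test cannot detect it. The sex of the animals in each pool was not used here. A different share of females in the pools of the genotypes at d35 stays open.

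For a few lists that camera did not call, the median, the mean and the direction of the test differ in sign: slow-twitch, IGF, immediate early, sex-linked and the GATA5 and WNT4 lists at 13.5 d.p.c., immediate early, IGF, sex-linked, WNT4 and slow-twitch at 17.5 d.p.c., and epithelial, smooth muscle and the Mir122 list at d35.

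Genes beside Mstn were called more often than others at d35, 19 of 200 (9.50%) against 1066 of 17993 (5.92%; odds ratio 1.67, Fisher's exact p = 0.0485), which does not pass the adjustment over 3 time points (adjusted p = 0.146). At 17.5 d.p.c. none was called, and 3 of the 200 had an unadjusted p under 0.05, against 559 of the 17993 others. At d35 these numbers were 51 and 3643.

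Chance can be excluded for the number of calls at d35, as the real split gave 2062 and the others of 100 at most 3, so that 1 of 100 splits reached it. At 17.5 d.p.c. the splits say nothing on chance, since the real count is 0 and all 100 of 100 splits reach it by construction.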
